# Revealing transcriptomic responses in *Escherichia coli* during early antibiotic exposure

**DOI:** 10.1128/msystems.01584-25

**Published:** 2026-03-10

**Authors:** Yuan Yuan, Ying Hefner, Richard Szubin, Jaemin Sung, Bernhard O. Palsson

**Keywords:** antibiotic resistance, gene regulation, systems biology, computational biology, RNA-Seq

## Abstract

The earliest responses of pathogenic bacteria to antibiotics can affect the outcome of an infection. While long-term adaptations have been extensively studied, the immediate transcriptional changes that unfold immediately following antibiotic exposure remain poorly understood. Here, we applied iModulon analysis to time-resolved transcriptomic data from *Escherichia coli* exposed to subinhibitory concentrations of two antibiotics (ampicillin and ciprofloxacin), capturing transcriptional regulatory changes occurring within the first 30 min of exposure. This analysis proposes an integrated, three-phase response model: an immediate and sustained primary response that broadly activates stress programs, a transient secondary response that restores redox balance, and a tertiary response that supports long-term survival through metabolic remodeling and antibiotic-specific defenses. These results highlight a coordinated and dynamic regulatory strategy describing how metabolic, redox, and stress responses are integrated to manage the physiological challenges of antibiotic stress. By disentangling these overlapping transcriptional regulatory programs, this work offers a genome-scale understanding of how early regulatory programs are engaged immediately after antibiotic exposure. Together, these findings provide a structured framework for characterizing complex transcriptomic responses and generating testable hypotheses about the regulatory logic that shapes the understudied early phase of antibiotic exposure.

**IMPORTANCE:**

Initial bacterial responses to antibiotics are important for survival and can influence the development of tolerance and resistance. However, this period remains poorly understood, in part, because the transcriptional responses that unfold within minutes of antibiotic exposure are complex and difficult to interpret. In this study, we applied novel data generation and data analytics approaches to resolve the regulatory structure of the initial response of *Escherichia coli* to two antibiotics. We identify a three-phase process that explains how *E. coli* coordinates stress responses, maintains redox homeostasis, and initiates downstream protective programs. The novel transcriptomic analytics elucidate independently regulated sets of genes that constitute cellular processes. By identifying the regulatory modules that change over this initial timescale, we can deconvolute the response based on first principles of cellular physiology.

## INTRODUCTION

The rise of antimicrobial resistance presents an urgent global health crisis, driving the need for deeper insights into how bacteria sense, respond, and adapt to antibiotic exposure (1). Although decades of research have revealed the key aspects of bacterial defense mechanisms, much of our understanding comes from observations made hours after exposure—long after the earliest cellular decisions have shaped the outcome. Despite evidence that *E. coli* can adjust transcription within seconds to minutes of acute stress, very few studies have profiled transcriptome dynamics in the first minutes after antibiotic exposure (2–7). These early moments of antibiotic exposure may hold key insights into how bacteria initiate their defensive responses and transition toward longer-term adaptations, potentially revealing new strategies for therapeutic intervention.

Bacterial responses to antibiotics involve complex, coordinated changes in gene expression across multiple cellular systems (8–12). Traditional transcriptomic analyses have identified diverse stress responses, metabolic adjustments, and resistance mechanisms, but they often struggle to disentangle the transcriptional regulatory networks (TRNs) that orchestrate these changes. Advances in high-quality RNA sequencing and computational methods have enabled systematic approaches to uncover regulatory structure from gene expression data. Among these advancements, iModulon analysis has emerged as a powerful tool for understanding microbial TRNs (13–21). iModulons are independently modulated gene sets, derived from the independent component analysis (ICA) of transcriptomic data. ICA decomposes the gene expression matrix into an iModulon matrix (M) and an activity matrix (A). iModulons, extracted from M, represent groups of genes with coordinated expression patterns that reflect common regulatory control. The activity values in A quantify the strength of each iModulon’s response across conditions. Changes in iModulon activity capture coordinated transcriptional shifts that correspond to specific cellular processes, enabling systematic identification of regulatory programs activated during cellular responses. Unlike traditional differential expression analyses that examine genes individually, iModulons group co-regulated genes into interpretable modules, revealing the coordinated regulatory programs that orchestrate cellular responses with a “top-down” approach. This framework is particularly powerful for understanding how multiple regulatory systems operate simultaneously and dynamically during stress responses, making it well-suited for dissecting the complex cellular response to antibiotics.

In this study, we employ iModulon analysis to investigate the transcriptional landscape of *E. coli* K-12 strain MG1655 during the first 30 min of exposure to sub-inhibitory concentrations of two antibiotics. By capturing gene expression from as early as 1.5 min post-exposure, we characterize a rapid, highly coordinated response that unfolds in three overlapping, yet distinct, phases. The primary response is characterized by an immediate and sustained activation of broad stress-related programs, likely reflecting a generalized effort to stabilize cellular function under sudden antibiotic pressure. As this heightened activity strains the cell’s redox balance, a transient secondary response is triggered to restore homeostasis through temporary activation of anaerobic pathways. Alongside these adjustments, a tertiary response emerges to guide subsequent transcriptional shifts, marked by targeted remodeling of metabolic regulation and the emergence of antibiotic-specific defenses, together helping the cell manage sustained antibiotic stress. These phases operate on overlapping but different timescales and serve distinct purposes and together form a cohesive framework that enables *E. coli* to manage the immediate impact of antibiotics while transitioning toward sustained adaptation. This three-phase process, outlined by iModulons, provides a structured hypothesis for how bacterial regulatory networks orchestrate early responses to antibiotic exposure, capturing the dynamic interplay of stress mitigation and long-term survival strategies. Together, this framework offers a coherent way to interpret early, time-resolved antibiotic responses and motivates testable hypotheses about the regulatory logic that underlies them.

## RESULTS

### iModulons capture gene expression variations caused by antibiotic exposure

We investigated the transcriptional response of *E. coli* MG1655 to two antibiotics: ampicillin and ciprofloxacin. Ampicillin, a β-lactam antibiotic, inhibits cell wall synthesis, leading to cell lysis, while ciprofloxacin, a fluoroquinolone, targets DNA gyrase and topoisomerase IV, disrupting DNA replication and repair. Gene expression was profiled at 0, 1.5, 3.5, 7.5, 15, and 30 min post-exposure, capturing the earliest transcriptional adjustments. For ampicillin, we examined two concentrations (1/4× MIC and 1/16× MIC) to assess dose-dependent transcriptomic effects. After quality control, 35 antibiotic-treated samples were included in the analysis. 

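RNA was sequenced from *E. coli* MG1655, a K-12 laboratory strain, sampled at 0+ (immediately after the antibiotic was added) and at 5 later time points up to 30 min, with 2 libraries at each time point of each of 3 exposures. The authors deposited the number of reads they counted on each of 4305 genes, listed by locus tag and without normalization, and all 4305 tags were matched to a symbol. Total counts per library ran from 7405008 to 11966402 (median 10587147) at 1/16× MIC ampicillin and from 6165853 to 11894913 (median 9178548) in ciprofloxacin. At 1/4× MIC ampicillin 11 of the 12 libraries held 5642937 to 11497002 counts (median 7498599), and the other one, replicate 2 at 3.5 min, held 927. That library was left out, which gives 35 libraries, the number the paper analysed, and 1 library at that point. The paper's methods place the removed sample at 7.5 min, where both libraries were deep, and the rule written beforehand for that time point, read literally, would have kept all 36 libraries. The choice was made after the library totals were seen and before any gene was tested, and values with all 36 libraries are given beside those from 35. Each gene was tested with edgeR's quasi-likelihood test in 1 fit of 18 groups, with TMM factors, on 4139 genes that passed the filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 either way. The iModulon activities could not be recomputed from the counts of these libraries alone, so member genes stand for an iModulon, and the effect of a set is the mean log2 fold change of its members, weighted where the paper's Tables S2 to S7 give weights. Sets were tested with limma's fry, with Benjamini-Hochberg adjustment over 29 sets and 48 contrasts. The set results depended strongly on the library left out. Of 111 set results past the threshold with 35 libraries, 16 were past it with all 36, although outside the 3.5 min point no effect moved by more than 0.039. In 129 of 135 set results, the adjusted p with all 36 libraries was the highest over the alternatives other than leaving out 1 library. For 117 of 122 set results between a pair of groups, the libraries of the groups did not overlap in mean member expression. With 2 libraries per group an exact permutation test cannot go below p = 0.333 (two-sided). For ciprofloxacin 0+ replicate 1 and 7.5 min replicate 2 other labels conflict with the title or carry a testing-kit note, and the titles were followed. No library without antibiotic was analysed here, so a change from 0+ combines exposure, time and handling.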

To enhance the robustness of our machine learning-based iModulon analysis, these 35 samples were combined with the MG1655 samples from the PRECISE 1K data set (22), and ICA was applied to the combined set of 613 RNA-Seq samples (Fig. 1a and b).

**Fig 1:**
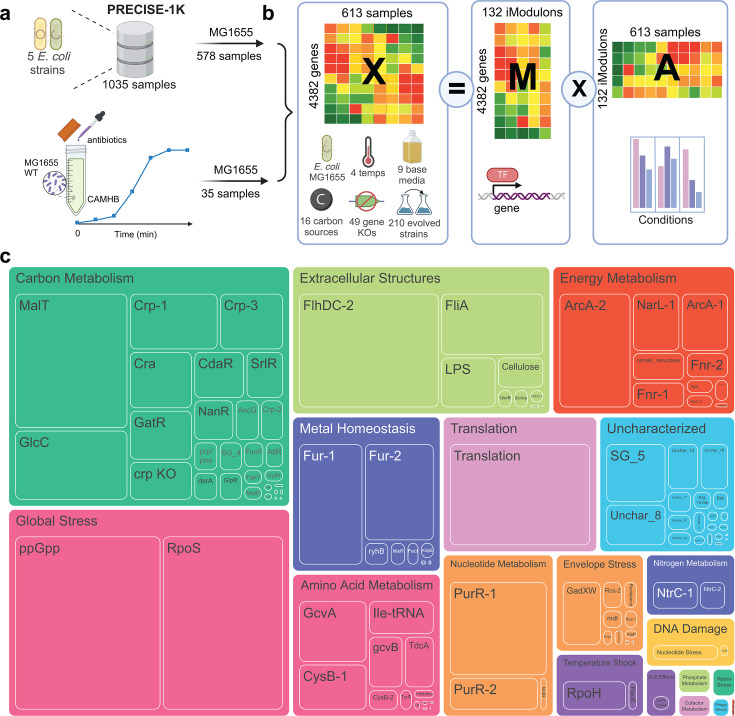
Overview of the data set and iModulon results. (**a**) Data set composition. The data set used in this study combines 578 MG1655 samples from the PRECISE-1K data set and an additional 35 samples from the antibiotics exposure time series generated in this study. (**b**) ICA decomposes the gene expression matrix X into two separate matrices: the iModulon matrix M and the activity matrix A. The columns of the M matrix contain the independent components, from which the gene membership of iModulons is identified. The rows in the A matrix represent the activity of each iModulon across the different conditions in the data set. (**c**) Treemap showing all the iModulons and their assigned functional categories. The size of the boxes represents the variance that the iModulon explains in gene expression in the antibiotic exposure samples. iModulons that are identified as artifacts from data combination and normalization are removed from this figure (see Materials and Methods).

This analysis yielded 132 iModulons, accounting for 84% of global expression variation and 86.9% of the variation in the antibiotic study. Antibiotic exposure triggers diverse regulatory responses represented by iModulons across multiple functional categories. The explained variance of each iModulon can be calculated to quantify its contribution to expression variation in our data set. A treemap of all the iModulons is shown in Fig. 1c, where the box size indicates the explained variance of the iModulon in the antibiotic exposure samples. Stress response iModulons contribute substantially to the expression variation in antibiotic-exposed samples, followed by iModulons associated with various metabolic processes, motility, biofilm formation, and energy metabolism. The full iModulon table with iModulon categories and explained variance can be found in Table S1.

### The response to antibiotics is global and multi-layered

Detailed analysis of iModulon activities reveals that *E. coli*’s early response to antibiotics is rapid, global, and multi-layered. 

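Genes were called against 0+ by edgeR's quasi-likelihood test. At 1/16× MIC ampicillin it found 1 gene higher and 2 lower (0 and 2 with all 36 libraries) at 1.5 min, 188 genes higher and 312 lower (109 and 193 with all 36 libraries) at 3.5 min and 188 genes higher and 329 lower (118 and 221 with all 36 libraries) at 7.5 min. At 15 min there were 263 genes higher and 323 lower (206 and 280 with all 36 libraries), and at 30 min 191 genes higher and 198 lower (143 and 179 with all 36 libraries). At 1/4× MIC ampicillin edgeR called 0 genes at 1.5 min, where 182 genes had an unadjusted p under 0.05 and DESeq2 called 0. That exposure had 57 genes higher and 26 lower (23 and 14 with all 36 libraries) at 3.5 min, 171 genes higher and 60 lower (88 and 34 with all 36 libraries) at 7.5 min, 732 genes higher and 453 lower (577 and 351 with all 36 libraries) at 15 min and 607 genes higher and 323 lower (448 and 255 with all 36 libraries) at 30 min. In ciprofloxacin the counts were 45 genes higher and 37 lower (14 and 24 with all 36 libraries) at 1.5 min, 31 genes higher and 41 lower (8 and 31 with all 36 libraries) at 3.5 min and 41 genes higher and 44 lower (29 and 31 with all 36 libraries) at 7.5 min. There were 503 genes higher and 203 lower (393 and 165 with all 36 libraries) at 15 min and 419 genes higher and 288 lower (280 and 246 with all 36 libraries) at 30 min. With 1 library left out, the 1/16× MIC count at 1.5 min changed by more than 1.5 times in all 4 cases. The ciprofloxacin count at 15 min did so in 1 of 4.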

The majority of iModulons exhibit activity changes at different time points following exposure, reflecting a dynamic and phased response. To characterize this process, we categorized iModulons with similar activity patterns and proposed a three-phase structure of the early response (Fig. 2a). These phases are outlined not only by statistical activity correlation between iModulons but also by biological knowledge, detailed in the following sections. The initial transcriptional changes are largely non-specific and occur in two rapid phases: a primary response, which represents an immediate reaction to stress, and a secondary response, which we interpret as a redox consequence of the primary response. The tertiary response, in contrast, reflects a transition toward subsequent transcriptomic remodeling, including antibiotic-specific regulatory changes (Fig. 2b).

**Fig 2:**
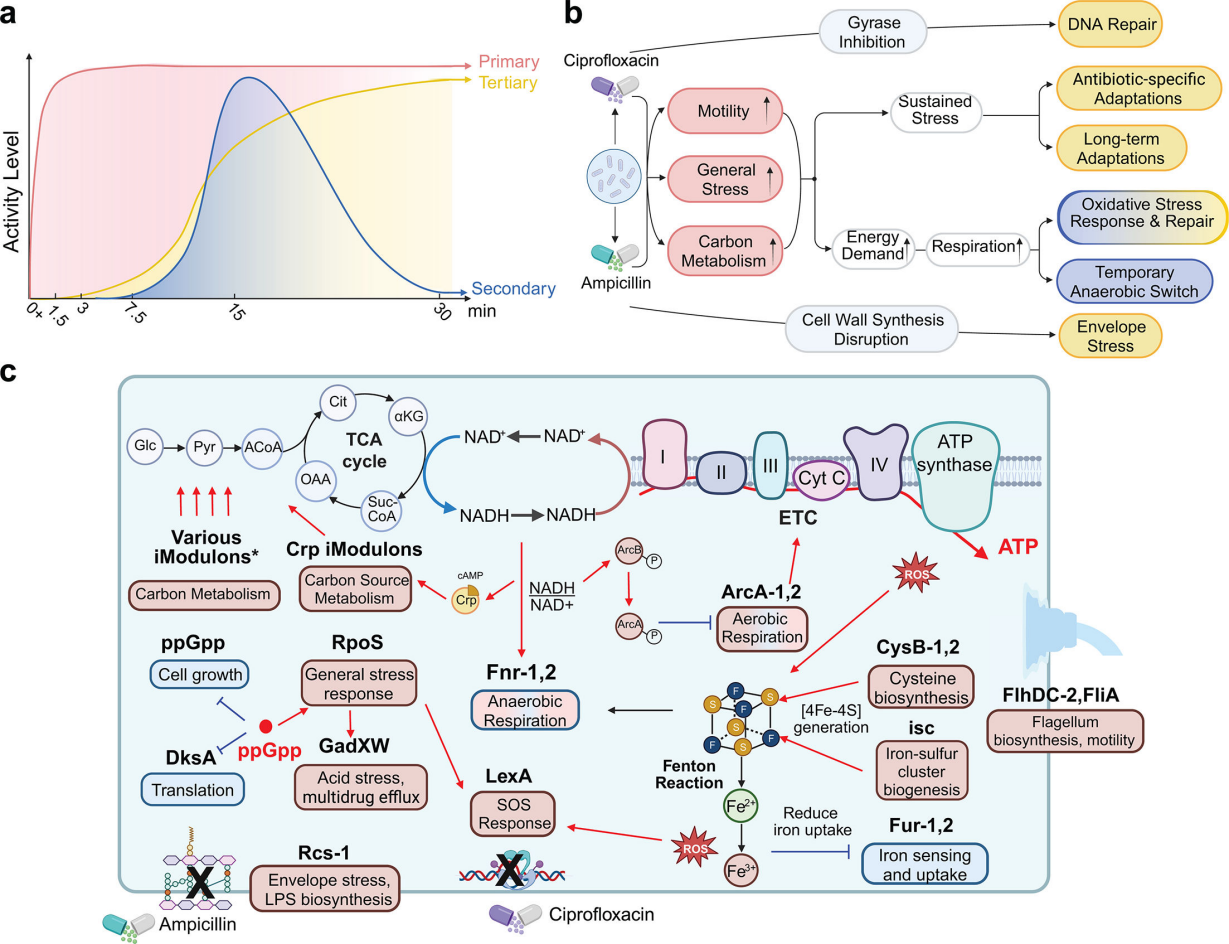
*E. coli’s* early response to antibiotic exposure. (**a**) The diagram outlines the timing and magnitude of the primary, secondary, and tertiary responses of *E. coli* in the first 30 min of antibiotic exposure. The 0+ time point represents samples taken immediately after the antibiotic was added (see Materials and Methods). (**b**) Proposed cascade of cellular events following antibiotic exposure. The colors of the box describing the regulatory responses are consistent with the colors representing primary, secondary, and tertiary responses in panel **a**. (**c**) Major responses in the first 30 min of antibiotic exposure are outlined by key iModulons. The text in the rounded box indicates the cellular function of the associated iModulon. The color of the box displays the relative activity of the iModulon, with red representing overall activation and blue representing overall repression. The phases in which these iModulons are involved can be found in panel b and Fig. S2. The “various iModulons” include the iModulons associated with carbon metabolism that are in Fig. 3*.*

**Fig 3:**
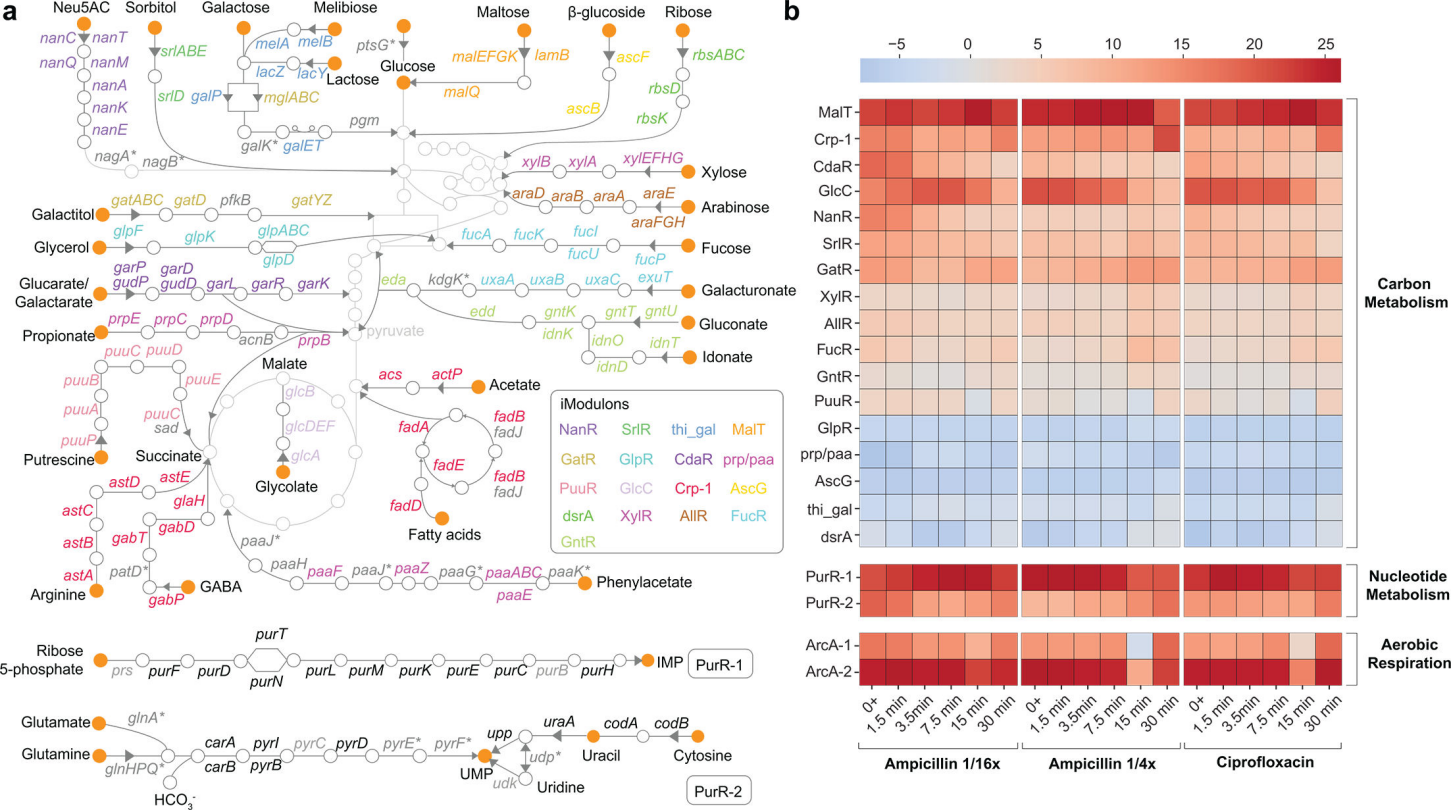
Metabolic remodeling revealed by iModulon activity changes. (**a**) iModulons with significant activity changes upon antibiotic exposure mapped onto *E. coli’s* metabolic network. Gene names are color-coded to distinguish membership in different iModulons. Genes not associated with any iModulon are shown in gray, while genes belonging to iModulons not highlighted in this figure are shown in gray with an asterisk. (**b**) Activity level of carbon and nucleotide metabolism in iModulons, as well as the ArcA iModulons, for the antibiotics-exposed samples.

The primary response occurs almost immediately after antibiotic exposure and involves genes associated with a variety of cellular functions. One of the most pronounced responses is general stress adaptation. The iModulon associated with the global stress response regulator RpoS displays strongly elevated activity. In contrast, we noted that iModulons associated with growth, including the ppGpp iModulon and the Translation iModulon, are downregulated. These observations align with the "fear vs. greed" tradeoff in cellular responses, where cells prioritize stress response over growth under distress (Fig. S1) (23, 24). These three iModulons associated with the fear-greed tradeoff contributed substantially to the gene expression variations in the antibiotic exposure data, accounting for 15.5% of the observed variance in gene expression.

In addition to activating global stress pathways, we observe increased activity in motility-associated iModulons. While resistant *E. coli* strains typically downregulate motility-associated structures to conserve energy (25–27), the early response appears to favor “flight” over “fight.” The high activity of flagella-related iModulons suggests early activation of motility-associated regulatory programs, while iModulons associated with biofilm formation and attachment remain repressed. This prioritization of motility over sessile adaptations may reflect an initial survival strategy, enabling the cells to evade antibiotic stress before committing to long-term resistance mechanisms.

iModulon analysis also reveals rapid changes in the expression of genes associated with cellular structures, metal homeostasis, and, notably, metabolism. The activity of all the iModulons for the antibiotic-treated samples can be found in Fig. S2, and discussions on other interesting iModulons from the primary response can also be found in Note S1. Given that the early responses outlined by the iModulons mentioned above would impose substantial energetic demands on the cell, we observe widespread metabolic shifts accompanying these responses, emerging as another fundamental aspect of the primary response. These metabolic changes will be explored next before we turn to the secondary and tertiary phases, where the transcriptional landscape evolves and becomes more specialized and adaptive. The major transcriptional changes outlined by key iModulons are presented in Fig. 2c and will be discussed in detail in the following sections.

### iModulons uncover detailed metabolic remodeling

We propose that increased energy demands and a need to maintain metabolic flexibility under stress prompt *E. coli* to undergo extensive metabolic shifts as a primary response to antibiotic exposure. In our data set, iModulons associated with carbon metabolism and nucleotide biosynthesis show prominent reprogramming, accompanied by increased activity in iModulons linked to aerobic respiration and energy production.

The cells appear to be programming their metabolism to access available nutrients, as evidenced by increased activity in iModulons related to alternative carbon source utilization and anaplerosis. These iModulons are enriched in carbon source transporters and pathways that feed different carbon sources into glycolysis and the TCA cycle. Fig. 3a maps these iModulons onto carbon metabolic pathways and illustrates how they facilitate the incorporation of different carbon sources into central carbon metabolism. In contrast, iModulons associated with certain carbon sources are downregulated (Fig. 3b). This includes β-glucosides, which wild-type *E. coli* cannot metabolize, as well as other carbon sources that may be deprioritized due to differences in utilization preferences (28). Since the medium used in this study is not known to be carbon-rich, and we do not observe hierarchy in the activation of these metabolic iModulons, we interpret the activation of alternative carbon utilization as an increase in *E. coli*’s metabolic flexibility, supporting a steady supply of energy and metabolic intermediates by accessing multiple carbon sources. Several iModulons associated with the cyclic AMP receptor protein (CRP) further contribute to this adaptability by linking central carbon metabolism to processes such as fatty acid and aromatic compound degradation, as well as nitrogen and phosphate metabolism. This metabolic flexibility, as evidenced by broad activity shifts across metabolic iModulons, might help *E. coli* sustain metabolic flux despite stress-induced disruptions while efficiently adjusting to changing nutrient availability*.*

Simultaneously, iModulons associated with nucleotide metabolism and linked processes are upregulated, reflecting an increased demand for nucleotides (Fig. 3a and b). This upregulation could be supporting essential processes such as DNA repair, replication, and stress responses, as well as providing key metabolic regulators and signaling molecules. Additionally, antibiotic treatment can disrupt nucleotide pools and deplete building blocks, prompting the upregulation of nucleotide synthesis pathways in order to compensate (29–31).

The active central metabolism fuels a surge in cellular respiration and increased energy production, supported by the high activity of the ArcA iModulons (Fig. 3b). They are enriched in genes associated with the TCA cycle, oxidative phosphorylation, the electron transport chain, and other key processes in aerobic respiration (Tables S2 and S3). While these early metabolic responses allow the cell to cope with immediate stress, they also lead to the accumulation of toxic byproducts, including reactive oxygen species (ROS) (32, 33). ROS can compromise iron-sulfur clusters via the Fenton reaction, thereby producing highly reactive hydroxyl radicals that further damage cellular components. The Fur iModulons related to iron uptake show significantly reduced activities, likely as a response to increased intracellular free iron generated by the Fenton reaction (Fig. S2). Therefore, we postulate that while the primary response facilitates rapid adaptation to sudden stress, it also imposes substantial burdens and is unsustainable over time. Ultimately, the cell must adopt more sustainable strategies to manage the effects of sustained stress and support survival (34, 35).

### iModulon dynamics reveal transient redox regulation and anaerobic shift

The observed global activation of carbon utilization iModulons in the primary response enables the cell to rapidly generate energy through aerobic respiration to cope with antibiotic stress. However, this increased metabolic activity can disrupt redox balance, as redox cofactors such as NADH accumulate when glucose consumption outpaces the cell’s capacity to reoxidize reduced equivalents (36). Specifically, the increased flux through the TCA cycle produces NADH faster than the electron transport chain can regenerate NAD+, leading to an elevated NADH/NAD+ ratio. This redox imbalance triggers redox-sensing regulators to adjust gene expression and restore redox homeostasis (37, 38). In this context, several iModulons governed by key regulators that are sensitive to redox signals—including ArcA, Fnr, and Crp—exhibit sharp activity changes by 15 min post-exposure. 

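Between 7.5 and 15 min, edgeR's test called 263 genes higher and 202 lower (189 and 156 with all 36 libraries) at 1/16× MIC ampicillin. At 1/4× MIC it called 472 genes higher and 207 lower (416 and 133 with all 36 libraries), and in ciprofloxacin 406 genes higher and 97 lower (311 and 77 with all 36 libraries). The same 150 genes rose and the same 44 fell in all 3 exposures, which share no library in this contrast. Those numbers were 126 and 38 with all 36 libraries and 101 and 21 without ciprofloxacin replicate 2 at 15 min, the lowest when 1 library of this contrast was left out. The genes named next were taken from called genes with libraries that do not overlap. *cysI*, *cysH* and *narK* rose most at 1/16× MIC, *tdcB*, *tdcD* and *tdcE* at 1/4× MIC, and *ansB*, *dcuC* and *narK* in ciprofloxacin. The largest falls in ciprofloxacin were in *phoH*, *iscR* and *bfd*. In ampicillin they were in genes with few counts, *ygeI*, *ynfS* and *yadW* at 1/16× MIC and *bfd*, *psiE* and *yohO* at 1/4× MIC. The 15 min libraries of the exposure named held no count of *ygeI* and *ynfS* and 1 count each of *yohO*, so no size is given. Without replicate 1 of the same exposure at 15 min, edgeR adjusted p was 0.147 for *ygeI*, 0.106 for *ynfS* and 0.0505 for *yohO*. These 3 calls were also lost without replicate 2 at 15 min, and those of *ygeI* and *yohO* without replicate 2 at 7.5 min. The ciprofloxacin duplicates at 15 min differed from each other more than any other pair, with a standard deviation of the log2 ratio between them of 0.757. Without replicate 2 at 15 min the ciprofloxacin count was 192, and without replicate 1 it was 848. From sharp changes by 15 min in the activity of iModulons under ArcA, Fnr and Crp, the paper proposes that the shift could be a redox reset.

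**Figure D1:**
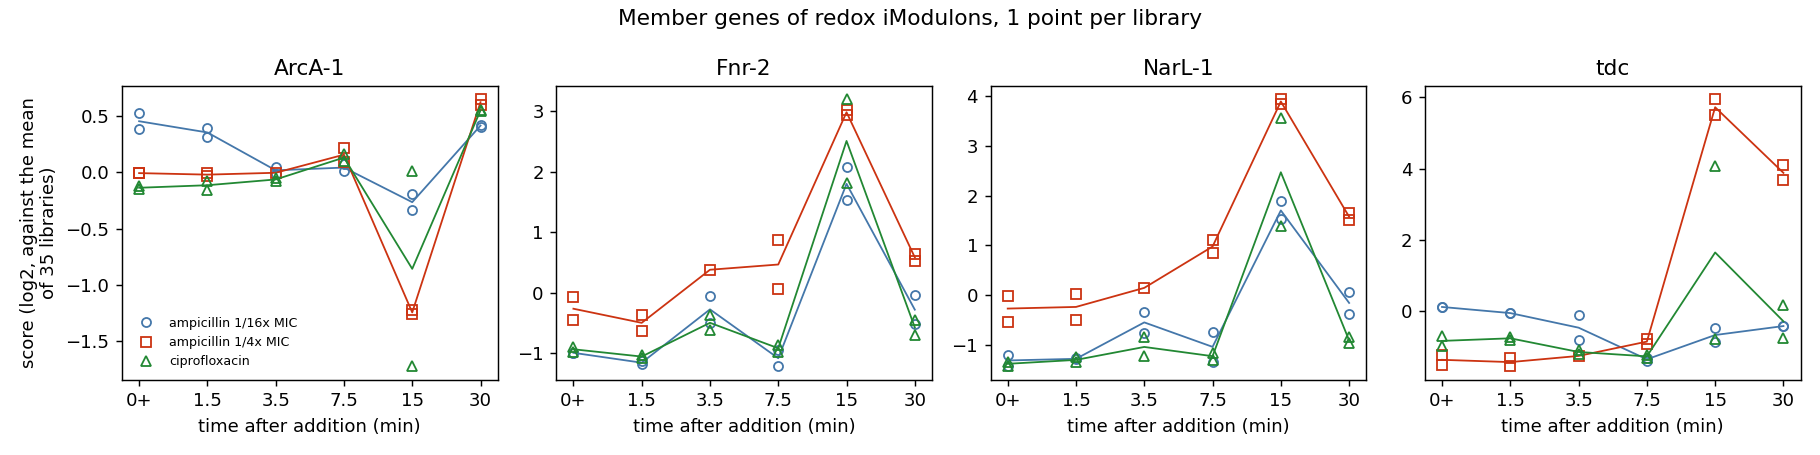
Mean log2 expression of the ArcA-1, Fnr-2, NarL-1 and tdc genes, relative to the mean of the 35 libraries, against time (min) in each exposure, with 1 point per library. In ciprofloxacin at 15 min the tdc genes lay at -0.78 in replicate 1 and 4.09 in replicate 2.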

We hypothesize that this transient shift, which stabilizes later for some iModulons, could represent a “redox reset” to counteract the redox disturbances induced by the primary response (Fig. 4a).

**Fig 4:**
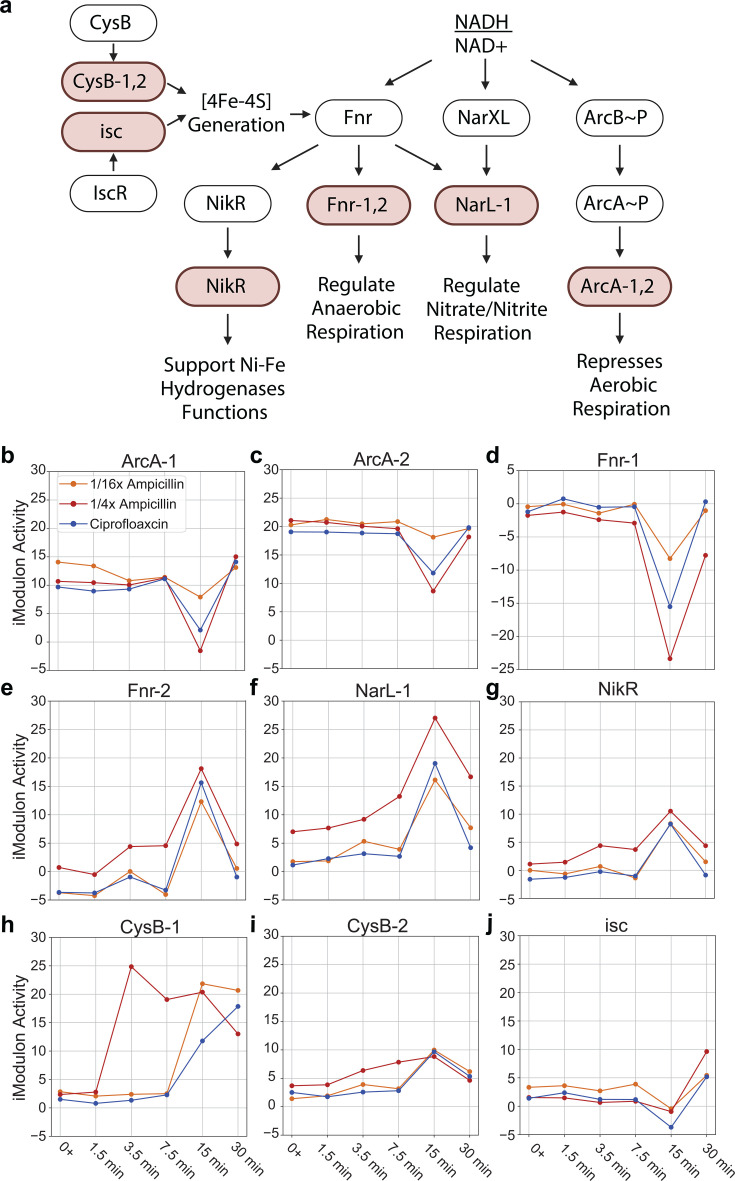
Key iModulons display temporal activity patterns. (**a**) Mechanistic outline of the secondary response with the associated regulators and iModulons. The colored boxes represent iModulons, and the black and white boxes represent regulators. (**b–j**) iModulons associated with secondary response show significant activity changes over time. Note that genes in the Fnr-2 iModulons are negatively weighted. Therefore, an increase in iModulon activity reflects a “more significant decrease” in gene expression (20)*.*

A high NADH/NAD+ ratio triggers the phosphorylation of the ArcAB system, leading to ArcA-mediated repression of aerobic respiration genes (39). Accordingly, we observed a sharp decrease in ArcA iModulon activities at 15 min (Fig. 4b and c). 

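From 7.5 to 15 min the ArcA-1 set (58 genes tested) changed by -1.44 (fry adjusted p = 0.00254) at 1/4× MIC ampicillin, and the ArcA-2 set (19 genes) by -1.70 (fry adjusted p = 2.95e-04). ArcA-1 had fry adjusted p of 1.000 with all 36 libraries. ArcA-2 gave fry adjusted p of 1.000 with all 36. At 1/16× MIC neither set passed the threshold, at -0.29 (fry adjusted p = 0.488) for ArcA-1 and -0.47 (fry adjusted p = 0.453) for ArcA-2. For ArcA-1, fry adjusted p was 1.000 with 36 libraries. ArcA-2 showed fry adjusted p of 1.000 with 36 libraries. In ciprofloxacin ArcA-1 changed by -0.71 (fry adjusted p = 0.0155) and ArcA-2 by -0.89 (fry adjusted p = 0.0154). ArcA-1 had fry adjusted p of 1.000 in the fit of 36 libraries. ArcA-2 had fry adjusted p of 1.000 with all 36 libraries. The ciprofloxacin falls rest on 1 library, since without replicate 2 at 15 min ArcA-1 changed by -0.11 (fry adjusted p = 0.0621) and ArcA-2 by -0.20 (fry adjusted p = 0.163). ArcA-2 in ciprofloxacin also lost significance without either replicate at 7.5 min, and over the libraries left out it ran from -2.11 to -0.20.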

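From 7.5 to 15 min the Fnr-2 set (44 genes) rose by 2.96 (fry adjusted p = 1.94e-05) at 1/16× MIC ampicillin, 2.44 (fry adjusted p = 2.73e-05) at 1/4× MIC and 3.70 (fry adjusted p = 3.37e-06) in ciprofloxacin. Fnr-2 gave fry adjusted p values of 0.0521, 0.164 and 0.0266 with all 36. In the paper's Table S5, 42 of its weights are positive. The NarL-1 set (28 genes) rose by 2.73 (fry adjusted p = 2.77e-04), 2.87 (fry adjusted p = 4.72e-05) and 4.14 (fry adjusted p = 3.57e-05) in the same order. For NarL-1, fry adjusted p values were 0.292, 0.471 and 0.101 with 36 libraries. Fnr-1, with 43 of 51 weights negative, changed by -1.32 (fry adjusted p = 0.114), -2.48 (fry adjusted p = 2.82e-04) and -2.50 (fry adjusted p = 0.00812), so that most of its genes rose. Fnr-1 showed fry adjusted p values of 0.0261, 0.00167 and 0.00189 with 36 libraries. Without replicate 2 of ciprofloxacin at 7.5 min, Fnr-1 changed by -2.53 (fry adjusted p = 0.0744), and over the libraries left out it ran from -3.08 to -1.19.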

At the same time, iModulons associated with anaerobic metabolism increased in activity, including genes regulated by Fnr and those involved in alternative electron acceptor utilization, such as dimethyl sulfoxide (DMSO) and nitrite respiration controlled by NarLX (Fig. 4d through f). The genes in these iModulons are shown in Tables S4 to S6. This shift might provide an alternative route for NADH reoxidation to NAD+, thereby restoring redox balance. 

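The *nikABCDE* genes rose between 7.5 and 15 min by 4.39 (fry adjusted p = 7.70e-05) at 1/16× MIC ampicillin, 3.40 (fry adjusted p = 1.78e-05) at 1/4× MIC and 5.28 (fry adjusted p = 3.24e-05) in ciprofloxacin. The *nik* genes had fry adjusted p values of 0.0468, 0.307 and 0.0354 in the fit of 36 libraries.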

The activation of Fnr also upregulates the NikR iModulon (Fig. 4g), which includes the NikABCDE nickel transporter essential for NiFe hydrogenase synthesis during anaerobic growth (40, 41). We also detected increased activity in the cysteine iModulons (Fig. 4h and i) and later activation of the *isc* iModulon at 30 min (Fig. 4j), likely supporting iron-sulfur cluster biogenesis to maintain Fnr function during this phase (42, 43). 

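A set of 12 sulfate assimilation and cysteine synthesis genes rose between 7.5 and 15 min by 4.79 (fry adjusted p = 7.20e-10) at 1/16× MIC ampicillin and by 2.59 (fry adjusted p = 4.85e-06) in ciprofloxacin. The *cys* genes had fry adjusted p values of 0.444 and 0.843 with all 36 libraries. Over that interval the set changed at 1/4× MIC by 0.14 (fry adjusted p = 0.408), by 1.01 (fry adjusted p = 5.67e-04) without replicate 1 at 7.5 min and by -0.30 (fry adjusted p = 0.158) without replicate 2. The *cys* genes gave fry adjusted p of 1.000 with all 36. The set had risen at 1/4× MIC by 3.5 min against 0+, at 5.39 (fry adjusted p = 8.77e-09; with all 36 libraries 4.68, fry adjusted p = 1.000), a time point with 1 usable library. The 8 *isc* genes changed between 7.5 and 15 min by -1.59 (fry adjusted p = 3.30e-05) at 1/16× MIC, -0.54 (fry adjusted p = 0.210) at 1/4× MIC and -1.27 (fry adjusted p = 5.99e-04) in ciprofloxacin. For the *isc* genes, fry adjusted p values were 1.000, 1.000 and 1.000 with 36 libraries. From 15 to 30 min they rose by 1.59 (fry adjusted p = 1.67e-05), 2.59 (fry adjusted p = 9.21e-08) and 2.19 (fry adjusted p = 8.13e-07). The *isc* genes showed fry adjusted p values of 1.000, 0.590 and 0.751 with 36 libraries.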

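Between 7.5 and 15 min *ackA* (locus tag b2296, acetate kinase) rose by a log2 fold change of 1.13 (standard error 0.29, edgeR adjusted p = 0.00302) at 1/16× MIC ampicillin, 2.10 (standard error 0.29, edgeR adjusted p = 1.07e-05) at 1/4× MIC and 2.11 (standard error 0.29, edgeR adjusted p = 1.31e-05) in ciprofloxacin. *ackA* had edgeR adjusted p values of 0.396, 0.0391 and 0.0523 in the fit of 36 libraries. Its neighbour *pta* (b2297) changed by 0.83 (standard error 0.22, edgeR adjusted p = 0.00501), 1.42 (standard error 0.23, edgeR adjusted p = 3.61e-05) and 1.13 (standard error 0.23, edgeR adjusted p = 5.13e-04). *pta* had edgeR adjusted p values of 0.681, 0.333 and 0.569 with all 36 libraries. Without replicate 2 of ciprofloxacin at 15 min, *pta* changed by 0.40 (edgeR adjusted p = 0.0652), the lowest of a range that reached 1.61. *poxB* (b0871), which makes acetate from pyruvate, fell by more than the called size only at 1/4× MIC, with -1.26 (standard error 0.16, edgeR adjusted p = 6.12e-06). *poxB* gave edgeR adjusted p of 0.00361 with all 36. In ciprofloxacin *poxB* changed by -0.76 (standard error 0.15, edgeR adjusted p = 5.02e-04), by -1.09 (edgeR adjusted p = 5.12e-06) without replicate 1 at 15 min and by -0.51 (edgeR adjusted p = 0.0221) without replicate 2. For *poxB*, edgeR adjusted p was 0.121 with 36 libraries. *ldhA* (b1380), for lactate, stayed under that size in every exposure, and was largest at 1/4× MIC, with -0.97 (standard error 0.15, edgeR adjusted p = 3.25e-05). *ldhA* showed edgeR adjusted p of 0.401 with 36 libraries. Without replicate 2 of that exposure at 7.5 min its change was -1.04 (edgeR adjusted p = 3.16e-04) and the smallest change with 1 library left out was -0.91.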

While this response resembles overflow metabolism (38), we did not observe significant changes in genes associated with acetate or lactate production. It is possible that these pathways were transiently activated between 15 and 30 min but were not captured in our samples.

Importantly, the secondary response does not appear to be sustained, suggesting that its primary function may be to correct redox imbalance rather than to serve as a long-term metabolic adaptation. 

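From 15 to 30 min, edgeR called 135 genes higher and 123 lower (81 and 87 with all 36 libraries) at 1/16× MIC ampicillin, 210 genes higher and 250 lower (146 and 198 with all 36 libraries) at 1/4× MIC and 159 genes higher and 293 lower (101 and 233 with all 36 libraries) in ciprofloxacin. ArcA-1 rose by 0.66 (fry adjusted p = 0.0433) at 1/16× MIC, a result lost without any 1 of its 4 libraries (fry adjusted p from 0.102 to 0.165). ArcA-1 had fry adjusted p of 1.000 in the fit of 36 libraries. ArcA-1 rose by 1.88 (fry adjusted p = 2.90e-05) at 1/4× MIC and 1.15 (fry adjusted p = 4.67e-04) in ciprofloxacin, and ArcA-2 by 0.69 (fry adjusted p = 0.152), 1.84 (fry adjusted p = 1.16e-04) and 1.46 (fry adjusted p = 2.37e-04). ArcA-1 had fry adjusted p values of 0.929 and 1.000 with all 36 libraries. ArcA-2 gave fry adjusted p values of 1.000, 1.000 and 1.000 with all 36. Fnr-2 changed by -2.15 (fry adjusted p = 2.82e-04), -2.44 (fry adjusted p = 2.74e-05) and -3.30 (fry adjusted p = 9.44e-06). For Fnr-2, fry adjusted p values were 0.218, 0.195 and 0.0468 with 36 libraries. For NarL-1 the changes were -1.88 (fry adjusted p = 0.00528), -2.32 (fry adjusted p = 1.73e-04) and -3.80 (fry adjusted p = 1.01e-04), and the first was -1.66 (fry adjusted p = 0.0706) without replicate 1 at 30 min. NarL-1 showed fry adjusted p values of 0.670, 0.704 and 0.151 with 36 libraries. The *nik* genes changed by -2.90 (fry adjusted p = 4.94e-04), -2.91 (fry adjusted p = 4.93e-05) and -4.91 (fry adjusted p = 6.36e-05). The *nik* genes had fry adjusted p values of 0.368, 0.520 and 0.0466 in the fit of 36 libraries.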

Once the electron transport chain catches up or additional regulatory mechanisms adjust metabolism, the cells likely shift back to aerobic pathways to maximize energy efficiency. This observed transient activation of anaerobic pathways in our data set has not been emphasized in prior studies of *E. coli* antibiotic responses to our knowledge. This distinct and dynamic shift warrants further investigations to clarify the metabolic and regulatory mechanisms that may underlie it and its role in antibiotic adaptation.

### Tertiary response: shift to long-term adaptation

As the stress continues, the cell appears to transition from short-term corrections to adjustments supporting survival under sustained antibiotic exposure. While the primary response is observed to remain active throughout the time course and the secondary response addresses redox imbalances, we observe gradual shifts in the activity of many iModulons beginning around 7.5 min and persisting through 30 min, which are consistent with broad regulatory adjustments in the tertiary response. 

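At 30 min against 0+, a list of 15 genes commonly used as RpoS markers, which is not the paper's member list, changed by 0.52 (fry adjusted p = 8.54e-04) at 1/16× MIC ampicillin, -1.18 (fry adjusted p = 4.11e-08) at 1/4× MIC and -0.39 (fry adjusted p = 0.00492) in ciprofloxacin. The RpoS markers had fry adjusted p values of 1.000, 1.000 and 1.000 with all 36 libraries. In ciprofloxacin it was -0.29 (fry adjusted p = 0.0802) without replicate 1 at 0+. The 54 ribosomal protein genes changed by 0.33 (fry adjusted p = 0.0990), 1.65 (fry adjusted p = 5.63e-08) and 1.38 (fry adjusted p = 9.50e-07), and the first was 0.64 (fry adjusted p = 0.00309) without replicate 2 at 0+, in a range from 0.085 to 0.64. Ribosomal protein genes gave fry adjusted p values of 1.000, 1.000 and 1.000 with all 36. The 41 flagellar genes changed by -0.21 (fry adjusted p = 5.63e-05), -0.61 (fry adjusted p = 1.74e-10) and -0.17 (fry adjusted p = 4.55e-04). For flagellar genes, fry adjusted p values were 1.000, 1.000 and 1.000 with 36 libraries. The paper measured activities against samples without antibiotic, because by its account the 0+ samples may already hold the earliest changes. A change from 0+ leaves out any response already present at 0+, so these values do not test the paper's primary response. The genes named next were again taken from called genes with libraries that do not overlap. The largest rises at 30 min were in *ytiD*, *cysJ* and *cysI* at 1/16× MIC and in ciprofloxacin, and in *tdcB*, *tdcE* and *tdcD* at 1/4× MIC. The largest falls were in *garL*, *garP* and *ydiE* at 1/16× MIC and in *glcD*, *glcE* and *garR* in the other exposures. *ytiD* and *ydiE* had no counts or almost none in 1 of the groups compared, so no size is given for them.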

Many of the iModulons activated in the primary response evolve in this time frame. These ongoing adjustments contribute to the broader regulatory shifts that define the tertiary response and highlight how *E. coli* may fine-tune its initial defenses to meet the demands of prolonged antibiotic stress. 

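The Crp-2 set (52 genes) changed from 0+ to 30 min by 0.39 (fry adjusted p = 0.287) at 1/16× MIC ampicillin. Crp-2 showed fry adjusted p of 1.000 with 36 libraries. At 1/4× MIC it changed by 1.63 (fry adjusted p = 4.24e-04), and in ciprofloxacin by 1.53 (fry adjusted p = 6.27e-04). Crp-2 had fry adjusted p values of 0.419 and 0.397 in the fit of 36 libraries.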

Although these changes are distributed across a wide range of pathways (Fig. S2), one notable example is the progressive increase in Crp-related iModulons, particularly Crp-2, which is enriched in transcriptional regulators of various carbon utilization pathways (Table S7).

Prolonged stress appears to shift metabolic regulation from broad activation toward a more selective strategy. While many alternative carbon utilization iModulons remain active, certain iModulons linked to specific carbon sources—such as CdaR (glucarate/galactarate metabolism), GlcC (glycolate conversion to malate), and NanR (feeding Neu5Ac into glycolysis)—gradually decrease in activity (Fig. S2). This selective downregulation may reflect a refinement of metabolic priorities as adaptation progresses, potentially influenced by constraints such as resource allocation, metabolic efficiency, or regulatory burden. 

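The 8 *gar* and *gud* genes, controlled by CdaR, fell at 30 min against 0+ in each exposure, by a log2 change of -5.44 (fry adjusted p = 3.49e-12) at 1/16× MIC ampicillin, -1.88 (fry adjusted p = 1.34e-06) at 1/4× MIC and -3.16 (fry adjusted p = 1.83e-09) in ciprofloxacin. The *gar* and *gud* genes had fry adjusted p values of 0.0118, 0.383 and 0.0852 with all 36 libraries. The 6 *glc* genes changed by -2.09 (fry adjusted p = 2.77e-05), -4.06 (fry adjusted p = 1.12e-08) and -4.08 (fry adjusted p = 5.25e-08). The *glc* genes gave fry adjusted p values of 1.000, 0.805 and 0.805 with all 36. The 7 *nan* genes changed by -3.52 (fry adjusted p = 4.10e-11) at 1/16× MIC and -1.28 (fry adjusted p = 3.36e-06) in ciprofloxacin. For the *nan* genes, fry adjusted p values were 0.0261 and 0.715 with 36 libraries. At 1/4× MIC their change was -0.025 (fry adjusted p = 0.519), 0.078 (fry adjusted p = 0.594) without replicate 1 at 0+ and 0.039 (fry adjusted p = 0.789) without replicate 1 at 30 min. The *nan* genes showed fry adjusted p of 1.000 with 36 libraries.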

Meanwhile, Crp-2 and its associated regulators, several of which govern carbon-associated iModulons activated during the primary response, may guide this transition from global carbon activation to more coordinated, Crp-mediated metabolic remodeling. Given Crp’s role as a master regulator that integrates metabolic and redox signals, its increasing activity may contribute to balancing carbon utilization with the cell’s overall redox state under sustained stress.

### iModulons identify antibiotic-specific response

The tertiary response also includes antibiotic-specific adaptations that could reflect the cell’s efforts to counteract different types of antibiotic stress. The antibiotics used in this study have distinct mechanisms of action: ampicillin, a β-lactam, disrupts peptidoglycan synthesis, while ciprofloxacin, a fluoroquinolone, interferes with DNA replication by inhibiting DNA gyrase and topoisomerase IV. Consistent with these differences, we identified specific iModulons that capture unique aspects of each antibiotic’s impact on *E. coli*.

*E. coli* relies on multiple systems to manage envelope stress, each tailored to specific types of damage (44). While many of these systems are represented in our iModulon analysis (Fig. S2), the Rcs system exhibited the most prominent signal in response to ampicillin exposure. 

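Lists of genes for other envelope stress systems, which are not the paper's member lists, moved less than the Rcs-1 genes at 30 min against 0+. A set of 8 Cpx genes rose by 0.77 (fry adjusted p = 3.13e-10) at 1/16× MIC ampicillin and 0.58 (fry adjusted p = 6.07e-07) at 1/4× MIC. Cpx genes had fry adjusted p values of 1.000 and 1.000 in the fit of 36 libraries. A set of 10 sigma-E genes rose by 0.16 (fry adjusted p = 0.0328) and 0.32 (fry adjusted p = 4.70e-04), and the 6 *psp* genes by 0.25 (fry adjusted p = 0.00221) and 0.65 (fry adjusted p = 3.23e-05). Sigma-E genes had fry adjusted p values of 1.000 and 1.000 with all 36 libraries. The *psp* genes gave fry adjusted p values of 1.000 and 1.000 with all 36. At 1/16× MIC the sigma-E change was 0.14 (fry adjusted p = 0.140) without replicate 2 at 0+ and 0.13 (fry adjusted p = 0.141) without replicate 1 at 30 min. The *psp* change was 0.16 (fry adjusted p = 0.0520) without the latter.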

The Rcs system (regulator of capsule synthesis) responds to disruptions in peptidoglycan biosynthesis and plays a crucial role in resistance to β-lactams (45). We identified two Rcs-related iModulons, with Rcs-1 exhibiting rapid and sustained activation following ampicillin exposure. 

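The 8 genes that the text names in Rcs-1 changed against 0+ at 3.5 min by -0.021 (fry adjusted p = 0.647; with all 36 libraries -0.035, fry adjusted p = 1.000) at 1/16× MIC ampicillin and by 0.51 (fry adjusted p = 0.00172; with all 36 libraries 0.069, fry adjusted p = 0.791) at 1/4× MIC. The first was 0.011 (fry adjusted p = 0.828) without replicate 2 at 0+ and 0.10 (fry adjusted p = 0.782) without replicate 2 at 3.5 min. At 7.5 min they rose by 0.31 (fry adjusted p = 0.0457) at 1/16× MIC, a result lost without any 1 of its 4 libraries (fry adjusted p from 0.0799 to 0.179), and by 0.89 (fry adjusted p = 1.18e-06) at 1/4× MIC. For Rcs-1, fry adjusted p values were 1.000 and 1.000 with 36 libraries. At 30 min the rises were 2.18 (fry adjusted p = 3.49e-12) and 1.63 (fry adjusted p = 1.80e-10). Rcs-1 showed fry adjusted p values of 0.707 and 1.000 with 36 libraries. In ciprofloxacin the set rose by 0.49 (fry adjusted p = 0.00216) at 3.5 min, 0.60 (fry adjusted p = 4.23e-04) at 7.5 min and 0.47 (fry adjusted p = 0.00842) at 30 min, and the last was 0.39 (fry adjusted p = 0.0655) without replicate 1 at 30 min. Rcs-1 had fry adjusted p values of 1.000, 1.000 and 1.000 in the fit of 36 libraries. At 30 min in ciprofloxacin the members were uneven. *osmB* and *yaiY* rose by more than the set mean, *ivy* and *rcsA* had negative changes, and *rcsB* and *mliC* lay below the mean. The set's change at 30 min in ciprofloxacin minus that at 1/16× MIC was -1.71 (fry adjusted p = 6.14e-09), and minus that at 1/4× MIC -1.17 (fry adjusted p = 6.74e-07). Rcs-1 had fry adjusted p values of 1.000 and 1.000 with all 36 libraries. The paper concludes that Rcs-1 is activated rapidly and stays active after ampicillin exposure. Its activity is weighted and has samples without antibiotic as reference. The values here are unweighted means of 8 members, not of the whole iModulon, against 0+, so they are not a direct test of that timing.

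**Figure D2:**
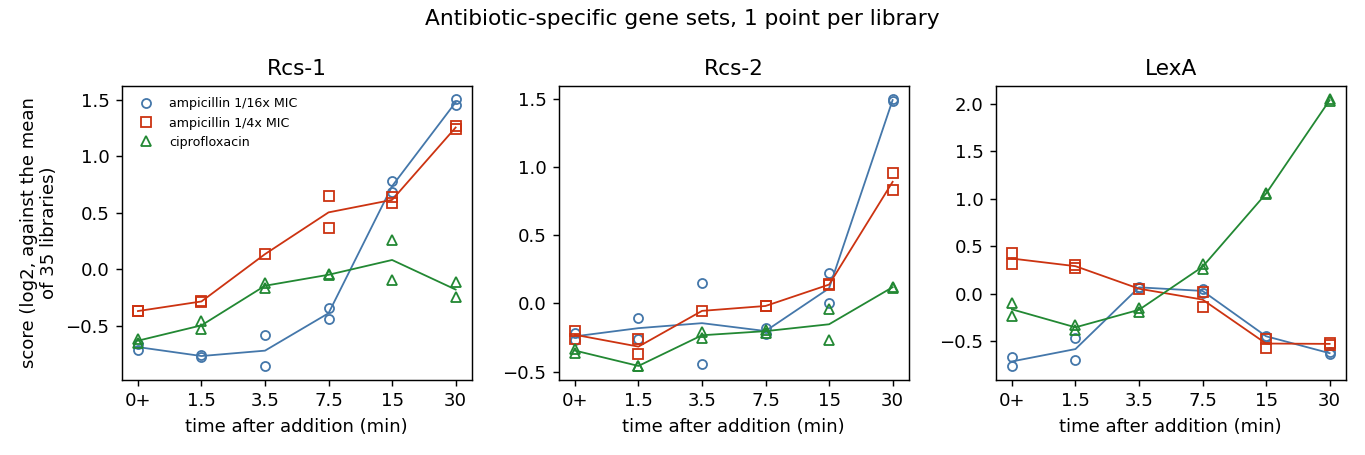
Mean log2 expression of the Rcs-1, Rcs-2 and LexA genes, relative to the mean of the 35 libraries, against time (min) in each exposure, with 1 point per library. The mean of the Rcs-1 genes rose from 0+ to 30 min by 2.18 at 1/16× MIC ampicillin and 0.47 in ciprofloxacin.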

Although Rcs-1 only partially overlaps with the known Rcs regulon, it includes *rcsA*, *rcsB*, and several genes linked to envelope stress, such as *ivy* and *mliC* (lysozyme inhibitors) (46), *osmB* (osmotic stress resistance), *hsiJ* (novobiocin resistance), and *ygaC* (pH stress response) (Fig. 5a) (47). 

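At 30 min against 0+, *osmB* changed by a log2 fold change of 2.68 (standard error 0.17, edgeR adjusted p = 7.97e-11) at 1/16× MIC ampicillin, 3.05 (standard error 0.18, edgeR adjusted p = 2.25e-11) at 1/4× MIC and 1.78 (standard error 0.17, edgeR adjusted p = 2.11e-08) in ciprofloxacin. *osmB* gave edgeR adjusted p values of 9.21e-06, 4.90e-07 and 0.00215 with all 36. *ivy* changed by 1.25 (standard error 0.12, edgeR adjusted p = 9.16e-08) at 1/16× MIC ampicillin, 1.001 (standard error 0.12, edgeR adjusted p = 5.54e-07) at 1/4× MIC and -0.32 (standard error 0.12, edgeR adjusted p = 0.0326) in ciprofloxacin, and at 1/4× MIC its call was lost without replicate 2 at 0+, at 0.88 (edgeR adjusted p = 6.96e-05), or replicate 1 at 30 min, at 0.96 (edgeR adjusted p = 2.07e-05). For *ivy*, edgeR adjusted p values were 0.583, 0.493 and 0.884 with 36 libraries. *rcsA* changed by 1.42 (standard error 0.18, edgeR adjusted p = 3.48e-06) at 1/16× MIC ampicillin, 0.42 (standard error 0.19, edgeR adjusted p = 0.0649) at 1/4× MIC and -0.41 (standard error 0.19, edgeR adjusted p = 0.0675) in ciprofloxacin, and *rcsB* by 0.63 (standard error 0.066, edgeR adjusted p = 1.83e-07) at 1/16× MIC ampicillin, 0.31 (standard error 0.066, edgeR adjusted p = 3.27e-04) at 1/4× MIC and 0.055 (standard error 0.066, edgeR adjusted p = 0.510) in ciprofloxacin. *rcsA* showed edgeR adjusted p values of 2.59e-05, 0.299 and 0.304 with 36 libraries. *rcsB* had edgeR adjusted p values of 0.881, 0.861 and 0.984 in the fit of 36 libraries. *mliC* changed by 1.99 (standard error 0.20, edgeR adjusted p = 1.03e-07) at 1/16× MIC ampicillin, 1.30 (standard error 0.20, edgeR adjusted p = 1.28e-05) at 1/4× MIC and 0.14 (standard error 0.21, edgeR adjusted p = 0.586) in ciprofloxacin, and in ciprofloxacin by -0.029 (edgeR adjusted p = 0.940) without replicate 1 at 30 min. *mliC* had edgeR adjusted p values of 9.29e-09, 1.31e-04 and 0.800 with all 36 libraries. The gene *yaiY* changed by 4.09 (standard error 0.25, edgeR adjusted p = 4.10e-11) at 1/16× MIC ampicillin, 3.06 (standard error 0.24, edgeR adjusted p = 9.74e-10) at 1/4× MIC and 1.77 (standard error 0.28, edgeR adjusted p = 1.65e-05) in ciprofloxacin. *yaiY* gave edgeR adjusted p values of 1.43e-19, 1.35e-14 and 1.17e-05 with all 36.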

Notably, 14 of its 21 genes are uncharacterized y-genes, many of which are previously proposed to contribute to envelope biogenesis and have been associated with antibiotic responses (45). We performed MIC measurements using knockout strains from the Keio collection for 17 genes in this iModulon (the remaining four are not represented in the collection). Most knockouts exhibited MICs comparable to the wild type or showed slightly increased susceptibility to ampicillin, while two showed modest increases in resistance (Fig. S3). Interestingly, deletion of the highest-weighted gene in this iModulon, *yaiY*, led to a notable reduction in MIC, suggesting increased vulnerability. This, combined with strong early activation of Rcs-1, supports its potential role in immediate defense against β-lactam-induced envelope stress (Fig. 5b), making it a promising target for further investigations.

**Fig 5:**
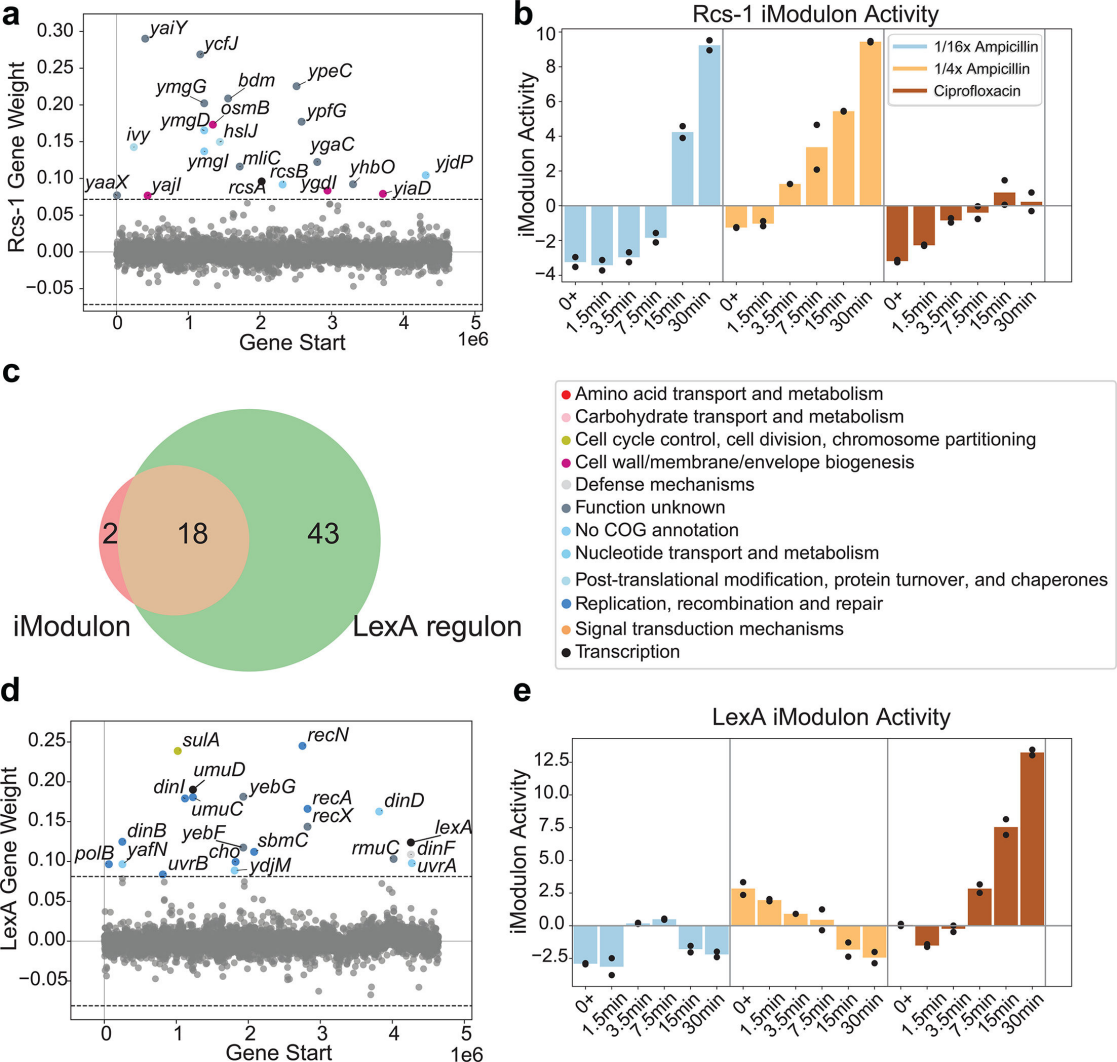
Antibiotic-specific iModulon responses. (**a**) iModulon gene membership for the Rcs-1 iModulon. (**b**) The activity of the Rcs-1 iModulon for antibiotic-treated samples. (**c**) Venn diagram showing the overlap in gene membership between the LexA iModulon and the Lex A regulon. (**d**) iModulon gene membership for the LexA iModulon. (**e**) The activity of the LexA iModulon for antibiotic-treated samples.

The Rcs-2 iModulon, in contrast, is enriched with well-characterized Rcs-regulated genes, including the *wca* and *cps* genes for colanic acid biosynthesis and the *yjbEFGH* genes for exopolysaccharide production (Fig. 5c) (48). While its activation is also ampicillin-specific, the response is slower and less pronounced compared to Rcs-1 (Fig. 5d). This temporal difference could be interpreted as colanic acid biosynthesis serving as a secondary adaptation to reinforce the envelope over time. 

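The 17 *wca*, *cps* and *yjbEFGH* genes rose from 0+ to 30 min by 1.91 (fry adjusted p = 2.60e-09) at 1/16× MIC ampicillin and 1.29 (fry adjusted p = 2.47e-05) at 1/4× MIC. For Rcs-2, fry adjusted p values were 6.10e-07 and 3.03e-04 with 36 libraries. In ciprofloxacin they rose by 0.60 (fry adjusted p = 0.0499), a result also lost without replicate 1 or 2 at 0+ or replicate 2 at 30 min (fry adjusted p from 0.115 to 0.154). Rcs-2 showed fry adjusted p of 0.0773 with 36 libraries.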

Meanwhile, the rapid activation of Rcs-1 may reflect transcriptional responses associated with immediate envelope destabilization, potentially indicating a prioritization of acute responses followed by longer-term structural adaptations. These nuanced behaviors we observe in our data set could reflect the functional complexity of the Rcs system and present opportunities for further investigations.

Ciprofloxacin inhibits DNA gyrase, causing DNA stress that activates the SOS response. Accumulated single-stranded DNA (ssDNA) triggers RecA, which promotes LexA self-cleavage and derepresses SOS genes (49). In response to ciprofloxacin, we identified a LexA-associated iModulon comprising many DNA damage-inducible genes from the LexA regulon (Fig. 5e and f), including *lexA*, *uvrA*, *uvrB* (nucleotide excision repair), *recA*, *recN* (homologous recombination), *sulA* (cell division inhibition), and the error-prone polymerases *polB*, *dinB*, and *umuCD* (translesion synthesis). 

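The 10 genes that the text names in the LexA iModulon rose in ciprofloxacin against 0+ by 0.45 (fry adjusted p = 1.55e-05) at 7.5 min, 1.22 (fry adjusted p = 4.10e-11) at 15 min and 2.21 (fry adjusted p = 6.05e-15) at 30 min. The LexA genes had fry adjusted p values of 1.000, 1.000 and 1.000 in the fit of 36 libraries. At 30 min *recA* rose by a log2 fold change of 2.43 (standard error 0.080, edgeR adjusted p = 1.01e-15), *sulA* by 3.31 (standard error 0.12, edgeR adjusted p = 2.53e-15), *recN* by 2.93 (standard error 0.14, edgeR adjusted p = 6.12e-13) and *lexA* by 1.49 (standard error 0.078, edgeR adjusted p = 2.74e-12). *recA* had edgeR adjusted p of 0.103 with all 36 libraries. *sulA* gave edgeR adjusted p of 1.65e-04 with all 36. For *recN*, edgeR adjusted p was 7.44e-04 with 36 libraries. *lexA* showed edgeR adjusted p of 0.148 with 36 libraries.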

The activity of this iModulon increases after 7.5 min of ciprofloxacin exposure, likely reflecting the accumulation of ssDNA beyond the activation threshold for the SOS response and remains elevated, consistent with ongoing DNA damage from DNA gyrase inhibition. In contrast, this iModulon stays inactive during ampicillin treatment (Fig. 5g), likely because β-lactams cause DNA damage indirectly through the DpiBA system, leading to a slower and less severe SOS activation (50). 

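At 1/16× MIC ampicillin the LexA genes changed against 0+ by 0.74 (fry adjusted p = 8.70e-09) at 7.5 min, 0.26 (fry adjusted p = 8.56e-04) at 15 min and 0.085 (fry adjusted p = 0.310) at 30 min. The LexA genes had fry adjusted p values of 1.000, 1.000 and 1.000 in the fit of 36 libraries. At 1/4× MIC they changed by -0.43 (fry adjusted p = 8.98e-06), -0.89 (fry adjusted p = 1.83e-09) and -0.90 (fry adjusted p = 1.35e-09) at the same times. The LexA genes had fry adjusted p values of 1.000, 1.000 and 1.000 with all 36 libraries. The change at 30 min in ciprofloxacin minus that at 1/16× MIC was 2.12 (fry adjusted p = 3.94e-12), and minus that at 1/4× MIC 3.10 (fry adjusted p = 6.05e-15). The LexA genes gave fry adjusted p values of 1.000 and 0.929 with all 36.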

Ciprofloxacin’s direct disruption of DNA appears to rapidly induce the full SOS program captured by this iModulon, reflecting the magnitude and urgency of its DNA-targeting mechanism. Another ciprofloxacin-specific but less pronounced signal is discussed in Note S2.

### Differential iModulon activities reveal dose-dependent transcriptomic responses

To assess whether transcriptional responses vary with antibiotic dosage, we compared *E. coli*’s activity under two subinhibitory concentrations of ampicillin: 1/4× MIC and 1/16× MIC. 

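At matched time points edgeR called 241 genes higher and 384 lower (168 and 268 with all 36 libraries) at 1/4× than at 1/16× MIC already at 0+, 132 genes higher and 234 lower (85 and 165 with all 36 libraries) at 1.5 min and 128 genes higher and 230 lower (48 and 209 with all 36 libraries) at 3.5 min. The counts were 198 genes higher and 138 lower (146 and 88 with all 36 libraries) at 7.5 min, 434 genes higher and 158 lower (363 and 89 with all 36 libraries) at 15 min and 132 genes higher and 41 lower (119 and 19 with all 36 libraries) at 30 min. The 30 min count fell by more than 1.5 times without any 1 of its 4 libraries. The concentrations were sampled as separate series, each with its own 0+ libraries.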

As reflected in the preceding sections, the overall regulatory and metabolic responses were largely similar, indicating that the core regulatory and metabolic responses to β-lactam stress are independent of dose at subinhibitory concentrations (Fig. 1d and 3b). However, we find that higher concentrations tend to drive stronger shifts in iModulon activity, which supports the interpretation that dosage primarily affects the magnitude of adaptation rather than its regulatory structure (Fig. 4a through f; Note S3; Fig. S4). 

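Tested as the difference in change from 0+ between the concentrations, edgeR called 3 genes at 1.5 min (0 with all 36 libraries), 801 at 3.5 min (431), 924 at 7.5 min (538), 1228 at 15 min (806) and 752 at 30 min (419). At 1.5 min with all 36 libraries, 85 genes had an unadjusted edgeR p under 0.05 and DESeq2 called 0. The difference between the series at 0+ enters each of these counts. From stronger shifts in iModulon activity at the higher concentration, the paper proposes that dosage mainly affects how large the adaptation is and not its regulatory structure.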

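The 7 *tdc* genes changed between 7.5 and 15 min by 0.70 (fry adjusted p = 0.872) at 1/16× MIC ampicillin and by 6.60 (fry adjusted p = 1.38e-04) at 1/4× MIC. For the *tdc* genes, fry adjusted p values were 1.000 and 0.0118 with 36 libraries. At 15 min their level at 1/4× MIC was higher by 6.41 (fry adjusted p = 5.92e-05), and the change from 0+ differed between concentrations by 7.90 (fry adjusted p = 8.40e-04). The *tdc* genes showed fry adjusted p values of 0.0140 and 0.00800 with 36 libraries. In ciprofloxacin the change was 4.42 (fry adjusted p = 0.113), and it rested on replicate 2 at 15 min, with 0.47 (fry adjusted p = 0.405) without that library and 5.36 (fry adjusted p = 1.12e-10) without replicate 1. The *tdc* genes had fry adjusted p of 0.101 in the fit of 36 libraries.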

Notably, we observed selective activation of the TdcA iModulon only at the higher concentration. This iModulon contains genes in the *tdc* operon, which support threonine and serine transport and metabolism during anaerobiosis. Similarly, the hya iModulon enriched in hydrogenase 1 genes is also activated around 15 min only for 1/4× MIC (Note S3; Fig. S4). 

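The 6 *hya* genes changed between 7.5 and 15 min by 1.08 (fry adjusted p = 9.28e-05) at 1/4× MIC ampicillin and by 0.11 (fry adjusted p = 0.553) at 1/16× MIC. The *hya* genes had fry adjusted p values of 0.589 and 1.000 with all 36 libraries. At 1/16× MIC the change was -0.035 (fry adjusted p = 0.957) without replicate 2 at 15 min and -0.058 (fry adjusted p = 0.967) without replicate 2 at 7.5 min. At 15 min they were higher at 1/4× MIC by 1.13 (fry adjusted p = 3.24e-05). The *hya* genes gave fry adjusted p of 0.590 with all 36. In ciprofloxacin their change was 0.34 (fry adjusted p = 0.226), with 0.53 (fry adjusted p = 0.0296) without replicate 1 at 15 min and 0.12 (fry adjusted p = 0.818) without replicate 2. For the *hya* genes, fry adjusted p was 1.000 with 36 libraries.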

Differential iModulon activity analysis is carried out using the approach outlined in Materials and Methods. The activation of these iModulons at higher antibiotic concentrations could indicate that greater stress intensifies the cell’s metabolic demands or the anaerobic-like redox reset, possibly leading to the engagement of additional metabolic pathways.

## DISCUSSION

Bacterial survival under antibiotic stress relies on complex, multilayered adaptations. In this study, we applied iModulon analysis to high-resolution time-series RNA-seq data to capture the early transcriptional response of *E. coli* to subinhibitory antibiotic exposure. Our work provides a computational-based framework for examining the changes in the transcriptome during this underexplored early period of antibiotic exposure and offers a hypothesis for the regulatory sequence that may unfold within the first 30 min. From the iModulon activity patterns, we outline a structured, three-phase process of response. This proposed structure provides a genome-scale view of how regulatory programs may be dynamically organized over time, offering new insight into the early transcriptional responses of *E. coli* under antibiotic pressure.

Our analysis suggests a three-phase dynamic response that may reveal how *E. coli* manages the competing demands of antibiotic stress through a coordinated, layered strategy, with each layer addressing distinct challenges. The primary response provides a rapid, broad activation of stress responses to stabilize cellular function under sudden pressure. This global response is energetically demanding and disrupts redox balance, triggering a transient secondary response that restores homeostasis through anaerobic pathways. Meanwhile, the tertiary response establishes more sustainable adaptations, such as metabolic remodeling and antibiotic-specific defenses, to support prolonged survival as stress persists. Importantly, the responses are not strictly sequential; the sustained activity of the primary response alongside the emergence of tertiary adaptations illustrates how *E. coli* layers its defenses, maintaining immediate survival mechanisms while gradually developing more specialized, long-term strategies. Some iModulons contribute to multiple phases, with their activities dynamically shifting to support this transition and reflect the developing demands of ongoing antibiotic stress.

Beyond proposing this general framework, our analysis uncovers regulatory features that merit further investigation. The strong, ampicillin-specific activation of the Rcs-1 iModulon points to an envelope stress response enriched with largely uncharacterized *y*-genes, suggesting potential roles in β-lactam tolerance that remain unexplored. The identification of previously unannotated genes in a key antibiotic response pathway provides an opportunity to refine functional annotations and potentially identify biomarkers for emerging resistance. Additionally, the selective activation of the *tdc* operon and *hya* genes at higher ampicillin concentrations—one of the few dose-dependent differences observed—may indicate an additional layer of metabolic adaptation under more severe or prolonged stress, potentially linked to sustained anaerobic-like conditions.

Together, these findings offer a new perspective on the early stages of bacterial adaptation to antibiotics. By dissecting transcriptional complexity into a structured, three-phase process, this work offers a data-driven framework for interpreting how *E. coli* coordinates multiple regulatory programs as stress unfolds. Beyond outlining this progression, our results also connect the underlying biological processes that drive each phase, shedding light on potential interactions among metabolic, redox, and stress-response pathways during acute antibiotic exposure. These connections also highlight specific regulatory and metabolic features that give rise to grounded, targeted, and testable hypotheses, including Rcs-linked envelope remodeling, transient redox adjustments, and the dose-dependent activation of anaerobic and metabolic pathways that could be examined experimentally in future work. Future studies can assess how this phased framework applies across different classes of antibiotics, strains (including clinical isolates), and longer timeframes, providing a bridge between the immediate transcriptional responses captured here and the well-documented adaptations that emerge at later stages. Integrating transcriptomic data with other data types such as proteomics, metabolomics, or pangenomics may further illuminate the biological determinants that shape early regulatory dynamics in *E. coli*. Although developed in the context of antibiotic stress, this framework may also help clarify temporal structure and progression in other rapidly evolving or multi-layered cellular responses, providing a generalizable strategy for interpreting complex time-resolved transcriptomic data.

## MATERIALS AND METHODS

### Culture conditions and sample preparation

An overnight *E. coli* MG1655 culture was inoculated from a glycerol stock and grown at 37°C with shaking. The next morning, a fresh culture in MHB-CA was prepared at an initial OD₆₀₀ of 0.05. Once the OD₆₀₀ reached 0.5, the cultures were aliquoted into plastic tubes (16 mL per tube) containing stir bars and placed on a 24-well magnetic heat block. Ampicillin (final concentration: 16 µg/mL for 1/4× MIC or 4 µg/mL for 1/16× MIC) or ciprofloxacin (0.016 µg/mL for 1/4× MIC) was immediately added. Concentrations of 1/4× MIC and 1/16× MIC were chosen because they represent sub-inhibitory levels that elicit transcriptional responses without causing immediate growth inhibition or cell lysis. Samples were collected in duplicate at 0, 1.5, 3.5, 7.5, 15, and 30 min post-exposure, treated with RNAprotect Bacteria Reagent, and stored at −80°C for RNA-seq library preparation. Because cultures were transferred into fresh medium during mid-exponential growth and sampled over only a 30-min period, no growth-phase transitions were expected during the experiment. This assumption is supported by the fact that the iModulon activity profiles observed in this study differ from those associated with stationary-phase entry described in prior work (51).

### RNA extraction and library preparation

Total RNA was extracted using a Luna Nanotech PuroMAG Total RNA Purification Kit (NKM051-384), which included a DNase I treatment and a modification to incorporate bead beating as a means of cell lysis. RNA quality and concentration were assessed using an Agilent TapeStation and a Nanodrop, respectively. One microgram of total RNA underwent ribosomal RNA removal using RiboRid (52), and the resulting rRNA-depleted RNA was used to make RNA-seq libraries with the Kapa Biosystems (Roche) RNA HyperPrep Kit, following the manufacturer’s protocol.

### Data preprocessing

Quality control of the antibiotic exposure data set was performed following step_3 of the iModulonMiner workflow (53). One sample was filtered out during quality control (ampicillin 1/4× MIC 7.5 min) due to the low number of mapped reads and poor replicate correlation. 

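In the deposited counts the shallow library was ampicillin 1/4× MIC at 3.5 min, replicate 2, with a count on 58 genes. Both libraries of the same exposure at 7.5 min held at least 5642937 counts, the lowest total among the other 11 libraries of that exposure.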

To improve the quality of the ICA decomposition with more data, we combined our antibiotic-treated MG1655 samples with MG1655 expression data from the PRECISE 1K compendium (22). Specifically, we filtered the PRECISE 1K data set to retain only samples from strain MG1655, resulting in 578 samples that were merged with our data set prior to normalization. All samples were normalized to a project reference.

### Data normalization and control sample evaluation

In the antibiotic exposure data set, the 0 min time points were collected immediately after antibiotic addition (0+). Including handling and processing time, the samples may already capture the earliest transcriptional changes. To provide an antibiotic-free baseline for normalization, we used CAMHB no-antibiotic control samples from the PRECISE 1K data set (54), which were generated under the same experimental conditions, by the same researcher, and using the same experimental protocol. The PRECISE 1K study has previously demonstrated that control samples produced under these conditions show highly consistent gene expression profiles and iModulon activities (22), supporting their use as a reliable reference.

Recent analyses on the updated iModulonDB platform show that for the samples from Sastry’s study, most iModulons exhibit consistent activity across samples from different projects conducted under the same protocol (21, 22). The CSP iModulon shows higher activity levels out of consistency, and for this reason, it was excluded from downstream analysis in this study.

We additionally generated an alternative iModulon structure using the average of the 0+ samples from the antibiotic exposure data set as the normalization reference. This alternative approach produced highly consistent iModulon structures (overall Pearson *R* correlation > 90%) and activity trends, with strong agreement particularly in the secondary and tertiary phases of the response. However, the 0+ samples may already capture immediate gene expression shifts. When using them as the reference, these early signals are effectively subtracted out during normalization, reducing the ability to detect the full extent of primary response dynamics. For this reason, we selected the PRECISE 1K CAMHB controls as the reference for our primary analysis. The alternative iModulon structure is available in our GitHub repository for reference.

### Extracting and characterizing iModulons

ICA calculations and iModulon extractions were performed following the iModulonMiner workflow (53). The optimal dimensionality of the data set was determined to be 200, resulting in 132 iModulons (55). iModulon enrichments against the known regulons from RegulonDB and metabolic pathways from Kyoto Encyclopedia of Genes and Genomes (KEGG) as well as explained variance calculations were conducted using the PyModulon Python package. iModulons are named with the associated regulator or inspected individually and named based on their gene content and functional enrichment results.

The iModulons selected for detailed interpretation were chosen using a combination of quantitative and biological criteria. We considered the amount of variance explained by each iModulon and assessed the consistency of its activity patterns across biological replicates. In addition, we prioritized modules with clear biological relevance or known involvement in stress responses, while uncharacterized modules were noted but interpreted more cautiously. Similarity in biological function and temporal behavior was also taken into account when grouping or comparing iModulons. This approach ensured that both the statistical structure of the data and the biological interpretability of each module informed the analyses presented in the main text.

To define the three-phase response framework, we integrated statistical measures that grouped iModulons with similar activity profiles together with biological knowledge about the underlying regulons and pathways. Incorporating both types of information was necessary, as clustering based solely on activity patterns often produced groupings too coarse to capture the full complexity of the transcriptional response.

### Clarification on iModulon artifacts

Since our data set combines the PRECISE 1K and antibiotic exposure time series data, we identified a small number of iModulons with high variance that appear to result from technical differences between data sets rather than meaningful biological activity. The X matrix in PRECISE 1K contains 4257 genes, while the antibiotic exposure series has 4,305 genes. iModulons Unchar_2 consists exclusively of the gene differences between these two data sets. It does not reflect a biological signal and was therefore excluded from the downstream analysis to ensure that our interpretations focus on genuine regulatory signals. In addition, we removed the csp iModulons whose activity patterns are likely influenced by specific samples in the data set and do not reflect consistent or biologically interpretable responses. By filtering out these artifacts, we aimed to maintain a robust and reliable analysis of the transcriptional adaptations to antibiotic stress.

### Differential iModulon activity analysis

To evaluate the differences in iModulon activity between two conditions, we first characterized the variability of each iModulon across biological replicates. For every iModulon, the distribution of replicate-to-replicate activity differences was computed and fit with a log-normal probability model. This replicate-derived distribution served as the null expectation for that iModulon.

For each pairwise comparison, the mean activity within each condition was calculated (when replicates were available), and the absolute difference between these means was obtained. This observed difference was then assessed against the corresponding log-normal distribution to determine a *P*-value for that iModulon. Multiple comparisons were corrected using the Benjamini–Hochberg procedure. iModulons were considered to show significant differential activity when the absolute activity difference exceeded five units and the FDR-adjusted *P*-value was below 0.01. Differential activity between two conditions can be visualized through differential iModulon activity plots, which display the activity shifts across all iModulons.

## Data Availability

The RNA-Seq data generated in this study have been deposited to the Gene Expression Omnibus (GEO) with the accession number GSE295494. All code and data used to generate the results in this paper can be found on GitHub (https://github.com/AnnieYuan21/antibiotICA-MG1655). The general iModulon analysis pipeline can be found at https://github.com/SBRG/iModulonMiner.

# Supplementary material for: Revealing transcriptomic responses in Escherichia coli during early antibiotic exposure
**Source:** mSystems. 2026 Mar 10;11(4):e01584-25. doi: 10.1128/msystems.01584-25
**Supplement:** Supplemental Information — Notes S1 to S3, Fig. S1 to S6, and supplemental table captions.

# Supplementary Materials

## Supplementary Notes

### Supplementary Note 1 - Other Notable iModulons in Primary Response

Temperature-stress related iModulons exhibited notable activity patterns in response to antibiotic exposure. The RpoH and RpoE iModulons, associated with heat shock and exocyttoplasmic stress respectively, showed increased activities. Previous studies have shown that both RpoH and RpoE influence *E. coli*'s response to antibiotics<sup>1,2</sup>, and connections between antibiotic response and temperature have been explored<sup>3-5</sup>. Interestingly, while ampicillin and ciprofloxacin are shown to have distinct temperature-related properties in long-term exposure, our iModulon analysis of short-term exposure revealed a heat shock-like response for both antibiotics. We hypothesize that in early exposure, both antibiotics, despite their distinct mechanisms of action, induce cellular stresses such as envelope stress and protein misfolding directly or indirectly. These challenges pose similar threats to those encountered during heat shock, as opposed to cold shock, which primarily affects membrane fluidity and protein synthesis. In this context, heat shock proteins offer broad protective effects against various types of cellular damage not limited to heat-induced stress, which makes them useful for combating diverse stresses induced by antibiotics. Concurrently, the activation of membrane-related iModulons suggests that cells are likely attempting to modify their membrane and LPS composition, potentially to reduce antibiotic flux and enhance cellular impermeability, further contributing to their defense against antibiotic stress.

Our analysis also identified two Fur iModulons and the ryhB iModulon, related to enterobactin synthesis and siderophore transport regulated by Fur, which were significantly downregulated in antibiotic-treated samples. This pattern likely reflects a cellular strategy to limit free iron and reduce oxidative damage caused by the Fenton reaction under antibiotic stress. Fur, the master regulator of iron homeostasis in *Escherichia coli*, has been extensively linked to antibiotic resistance<sup>6,7</sup>, with prior studies showing that Fur inactivation in *E. coli* BW25113 promotes the evolution of resistance<sup>8</sup>. These findings reinforce Fur's central role in coordinating stress responses during antibiotic exposure, with regulatory influence that extends beyond iron metabolism.

One notable example of this broader regulatory impact is the YmfT iModulon, which was activated in antibiotic-treated samples and contains genes from the cryptic e14 prophage. This prophage has been shown to support *E. coli* survival under adverse conditions, including acid stress, and contributes to traits such as biofilm formation. Its increased activity under antibiotic

stress is consistent with previous reports that cryptic prophages, including  $\phi$ 14, enhance *E. coli* resistance to quinolones and  $\beta$ -lactam antibiotics.

Interestingly, the *fur* gene itself is present within the YmfT iModulon but with an opposing weighting relative to the prophage genes (Supplementary Figure 5). This suggests a potential negative regulatory role for Fur on these prophage genes. This suggests a potential negative regulatory relationship between Fur and prophage expression. Although this specific interaction has not been described in *E. coli*, iron availability is known to influence prophage activation in other bacterial species<sup>9,10</sup>. Given Fur's central role in managing iron homeostasis and its integration with pathways controlling oxidative stress, energy metabolism, and virulence, these observations suggest that Fur may also play a role in modulating cryptic prophage activity as part of the coordinated cellular response to antibiotic stress<sup>11</sup>.

## Supplementary Note 2 - Ciprofloxacin-Specific Responses Related to Histidine

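The 8 *his* genes were lower in ciprofloxacin than in the mean of the ampicillin concentrations, by -0.47 (fry adjusted p = 1.82e-05) already at 0+, -0.47 (fry adjusted p = 1.69e-05) at 1.5 min and -0.38 (fry adjusted p = 4.90e-04) at 3.5 min. The *his* genes showed fry adjusted p values of 1.000, 1.000 and 1.000 with 36 libraries. The differences were -0.62 (fry adjusted p = 1.34e-06) at 7.5 min, -0.61 (fry adjusted p = 1.01e-06) at 15 min and -0.064 (fry adjusted p = 0.488) at 30 min. The *his* genes had fry adjusted p values of 1.000, 1.000 and 1.000 in the fit of 36 libraries. Ciprofloxacin was sampled as its own series with its own 0+ libraries, so the antibiotic and the series cannot be told apart here. A difference already present at 0+ may belong to the series.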

For ciprofloxacin-exposed samples, we observed a subtle yet specific reduction in the activity of the histidine biosynthesis iModulon, which contains genes from the *his* operon (Supplementary Figure 6). This reduction is intriguing given the known relationship between DNA supercoiling and *his* operon expression. Ciprofloxacin's inhibition of DNA gyrase leads to decreased negative supercoiling, which can potentially derepress the *his* operon, increasing histidine biosynthesis<sup>12,13</sup>. However, it also causes significant DNA damage, such as replication fork stalling. This damage can create physical barriers to the transcription machinery, particularly in supercoiling-sensitive regions like the *his* operon<sup>14</sup>. Furthermore, maintaining a certain level of chromosomal superhelicity is crucial for proper *his* operon regulation, and disruption of this balance may contribute to the observed deactivation of the histidine iModulon<sup>15</sup>. These factors collectively might explain the observed low iModulon activity seen in ciprofloxacin-treated samples. As ciprofloxacin exposure persists, the cell activates various SOS responses and DNA repair mechanisms. We previously described the LexA-associated iModulon becoming active after about 7.5 minutes, representing one of these repair responses. This cellular adaptation is reflected in the gradual increase in the histidine iModulon's activity after 15 minutes, suggesting a partial restoration of *his* operon transcription as DNA repair processes take effect and the cell adjusts to the altered DNA topology.

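From 15 to 30 min of ciprofloxacin the 8 *his* genes rose by 0.54 (fry adjusted p = 1.94e-05). The *his* genes had fry adjusted p of 1.000 with all 36 libraries.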

## Supplementary Note 3 - Dose-dependent Transcriptional Responses

To further investigate the impact of antibiotic concentration on transcriptional responses, we compared iModulon activities between the two tested ampicillin concentrations at matched time points (Supplementary Figure 4). These comparisons show that the overall patterns of iModulon activity are highly similar between concentrations, supporting the idea that *E. coli* relies on a

consistent set of regulatory and metabolic programs to respond to  $\beta$ -lactam stress, regardless of dose within the subinhibitory range. However, the degree of activation and repression differs between concentrations. Several stress-related iModulons, such as RpoS, as well as those involved in envelope stress and DNA repair, exhibit stronger activation at the higher concentration. Similarly, iModulons including ppGpp and Translation, which reflect the decrease in growth associated with the fear/greed tradeoff, show deeper repression at the higher dose. Additionally, the Fur-2 iModulon is consistently more repressed at the higher concentration, likely reflecting increased oxidative stress and enhanced Fenton reactions, which require tighter control of iron uptake to limit further damage.

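The RpoS markers were higher at 1/4× than at 1/16× MIC by 1.65 (fry adjusted p = 4.73e-10) at 0+ and 1.30 (fry adjusted p = 6.89e-09) at 1.5 min. The RpoS markers gave fry adjusted p values of 1.000 and 1.000 with all 36. At 3.5 min the difference was 0.30 (fry adjusted p = 0.0519; with all 36 libraries -0.34, fry adjusted p = 0.558), and 0.36 (fry adjusted p = 0.0491) without replicate 1 at 1/16× MIC, in a range from 0.29 to 0.36. The difference was -0.25 (fry adjusted p = 0.0619) at 7.5 min, -0.54 (fry adjusted p = 4.65e-04) at 15 min and -0.045 (fry adjusted p = 0.803) at 30 min. For the RpoS markers, fry adjusted p values were 1.000, 1.000 and 1.000 with 36 libraries. With 35 libraries and the replicate number added as a block, the 7.5 min difference passed the threshold. The change from 0+ to 7.5 min was lower at 1/4× MIC, by -1.91 (fry adjusted p = 5.33e-09). The RpoS markers showed fry adjusted p of 1.000 with 36 libraries.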

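Ribosomal protein genes differed between 1/4× and 1/16× MIC by -1.40 (fry adjusted p = 6.07e-07) at 0+ and -0.74 (fry adjusted p = 4.55e-04) at 1.5 min. Ribosomal protein genes had fry adjusted p values of 1.000 and 1.000 in the fit of 36 libraries. At 3.5 min they differed by 0.66 (fry adjusted p = 0.00835; with all 36 libraries -0.28, fry adjusted p = 0.484). The difference was 0.87 (fry adjusted p = 1.36e-04) at 7.5 min, 0.69 (fry adjusted p = 8.35e-04) at 15 min and -0.075 (fry adjusted p = 0.796) at 30 min. Ribosomal protein genes had fry adjusted p values of 1.000, 1.000 and 1.000 with all 36 libraries. The change from 0+ to 7.5 min was higher at 1/4× MIC, by 2.27 (fry adjusted p = 1.06e-07). Ribosomal protein genes gave fry adjusted p of 1.000 with all 36.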

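A set of 22 siderophore synthesis and transport genes, standing for iron uptake, was lower at 1/4× than at 1/16× MIC, by -2.16 (fry adjusted p = 4.46e-06) at 0+ and -1.77 (fry adjusted p = 5.35e-05) at 1.5 min. For the iron uptake genes, fry adjusted p values were 0.00784 and 0.0261 with 36 libraries. At 3.5 min it differed by -0.49 (fry adjusted p = 0.552; with all 36 libraries -0.57, fry adjusted p = 0.169). Later differences were -0.68 (fry adjusted p = 0.256) at 7.5 min, -0.47 (fry adjusted p = 0.538) at 15 min and -0.36 (fry adjusted p = 0.525) at 30 min. The iron uptake genes showed fry adjusted p values of 0.698, 1.000 and 1.000 with 36 libraries.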

Differences between concentrations are evident during the secondary response. While both concentrations trigger the redox reset, the lower concentration displays a less pronounced decrease in ArcA activity and weaker activation of anaerobic pathways (Supplementary Figure 4e). In contrast, the higher concentration engages a more comprehensive anaerobic program during this phase, as reflected by the stronger activation of TdcA and Hya, two iModulons associated with anaerobic metabolism. 

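At 15 min the ArcA-1 set was lower at 1/4× than at 1/16× MIC by -1.001 (fry adjusted p = 0.0273), a result lost without replicate 1 at 1/16× MIC or either library at 1/4× MIC (fry adjusted p from 0.0909 to 0.107). ArcA-1 had fry adjusted p of 1.000 in the fit of 36 libraries. ArcA-2 differed by -1.38 (fry adjusted p = 0.00169). ArcA-2 had fry adjusted p of 1.000 with all 36 libraries. Fnr-2 was higher by 1.17 (fry adjusted p = 0.00516), and 0.92 (fry adjusted p = 0.0848) without replicate 1 at 1/16× MIC. Fnr-2 gave fry adjusted p of 1.000 with all 36. NarL-1 was higher by 2.18 (fry adjusted p = 3.53e-04). For NarL-1, fry adjusted p was 0.918 with 36 libraries.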

The TdcA iModulon includes genes from the *tdc* operon, which support threonine and serine metabolism under anaerobic conditions, while the Hya iModulon contains genes from the *hya* operon, which synthesizes uptake hydrogenase isoenzyme 1, a key component of anaerobic hydrogen metabolism.

These differences are likely driven by the greater cellular damage imposed at higher ampicillin concentrations, which intensifies stress on essential processes such as envelope integrity, DNA stability, and redox balance. In response, *E. coli* amplifies the activity of shared regulatory programs, increasing the strength of stress mitigation and metabolic adjustments without engaging fundamentally different pathways within this subinhibitory range. This pattern shows how *E. coli* can flexibly adjust the strength of its existing defenses to match the severity of antibiotic stress, maintaining an effective response without needing to rewire its underlying regulatory strategy.

# Supplementary Figures

## Supplementary Figure 1

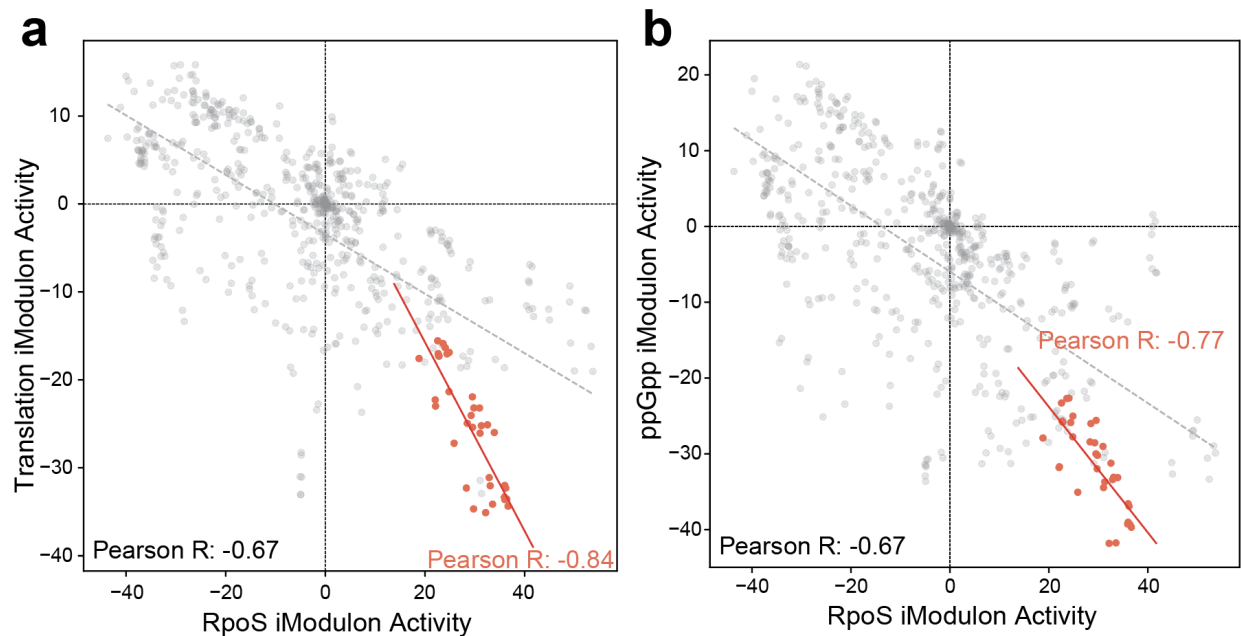

Supplementary Figure 1. The fear-greed tradeoff. a) iModulon activity comparisons of the RpoS and the Translation iModulon. d) iModulon activity comparisons of the RpoS and the ppGpp iModulon. The samples in the antibiotics exposure series dataset are colored in red.

## Supplementary Figure 2

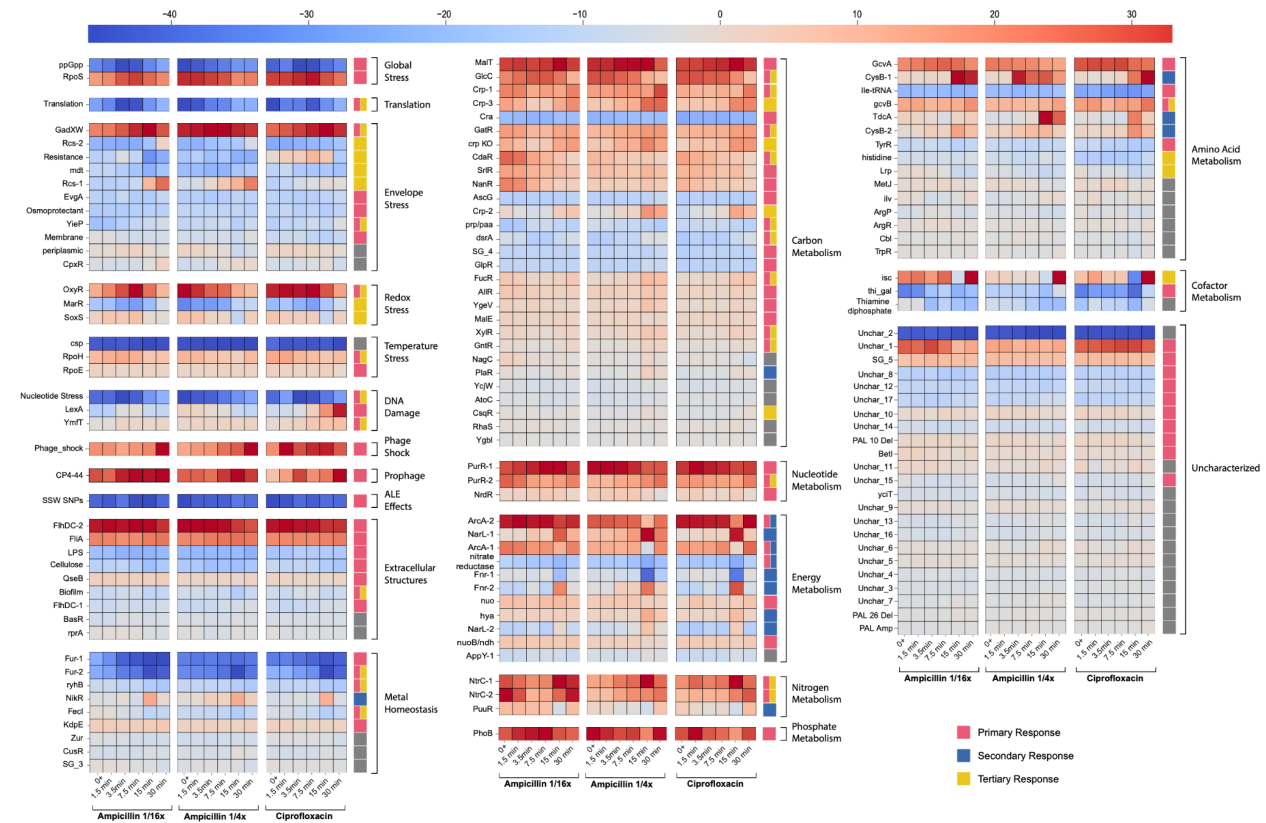

Supplementary Figure 2. The activities of all iModulons for the antibiotic-exposed samples. iModulons are grouped by functional categories. For each functional category, iModulons are sorted by high to low explained variance in the antibiotic exposure study. The color of the rightmost bar indicates the phases the iModulons are involved in. iModulons involved in multiple phases are indicated by multiple colors.

## Supplementary Figure 3

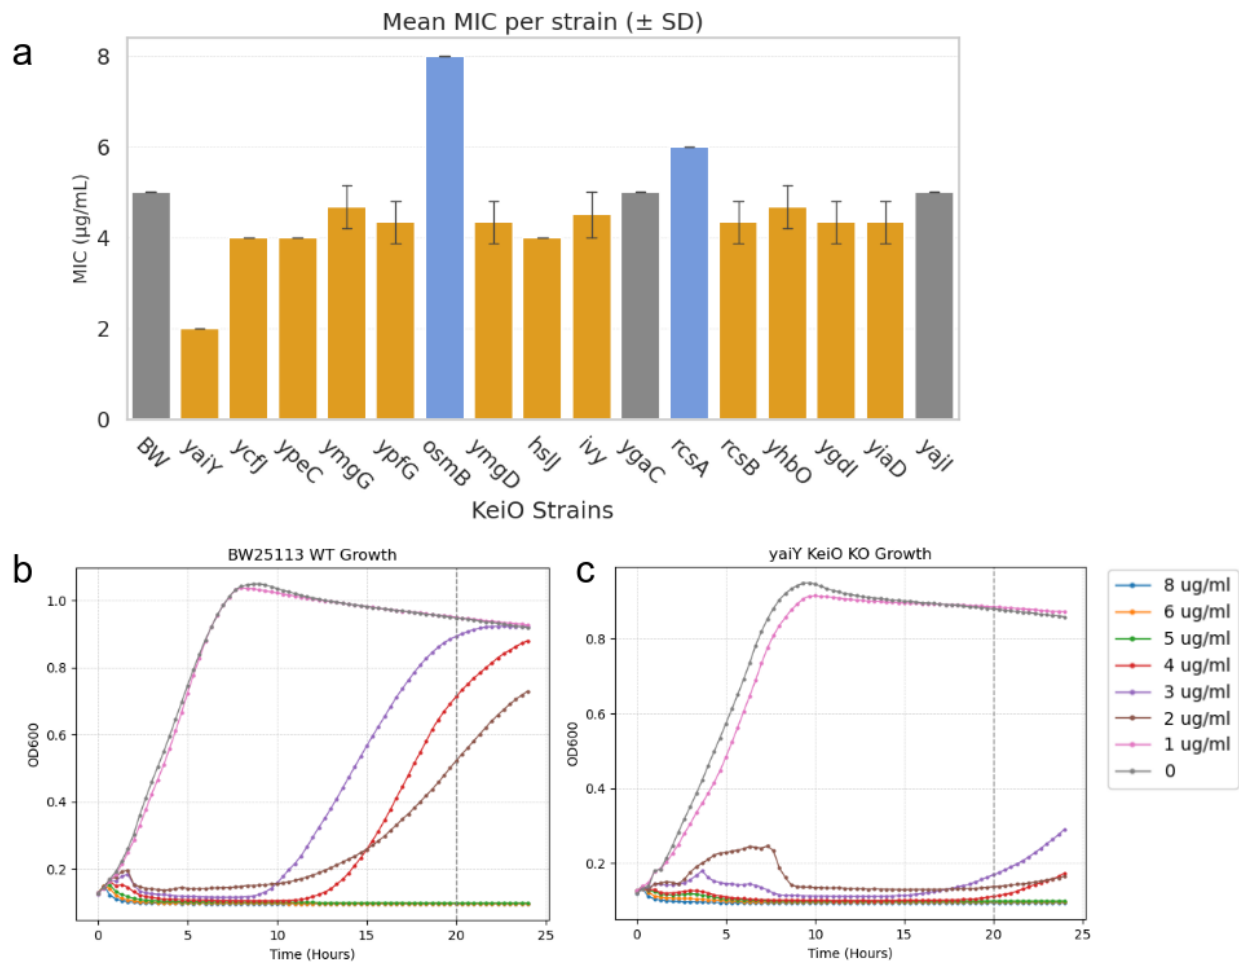

Supplementary Figure 3. Measured MICs for knockout strains of genes in the Rcs-1 iModulon from the Keio collection. a) Average MICs for each strain measured across different replicates. Color gray indicates the same MIC value as the wildtype strain. Orange represents a lowered MIC value (increase in susceptibility) and blue represents an elevated MIC value (increase in resistance). The bars for the knockout strains from left to right are arranged in the order of decreasing gene weights in the iModulon. b) Growth curves of the wildtype BW25113 strain under the exposure of different concentrations of ampicillin. The MIC value is determined at 20 hours (represented by a vertical dashed line). c) Growth curves of the *yaiY* knockout strain under the exposure of different concentrations of ampicillin.

## Supplementary Figure 4

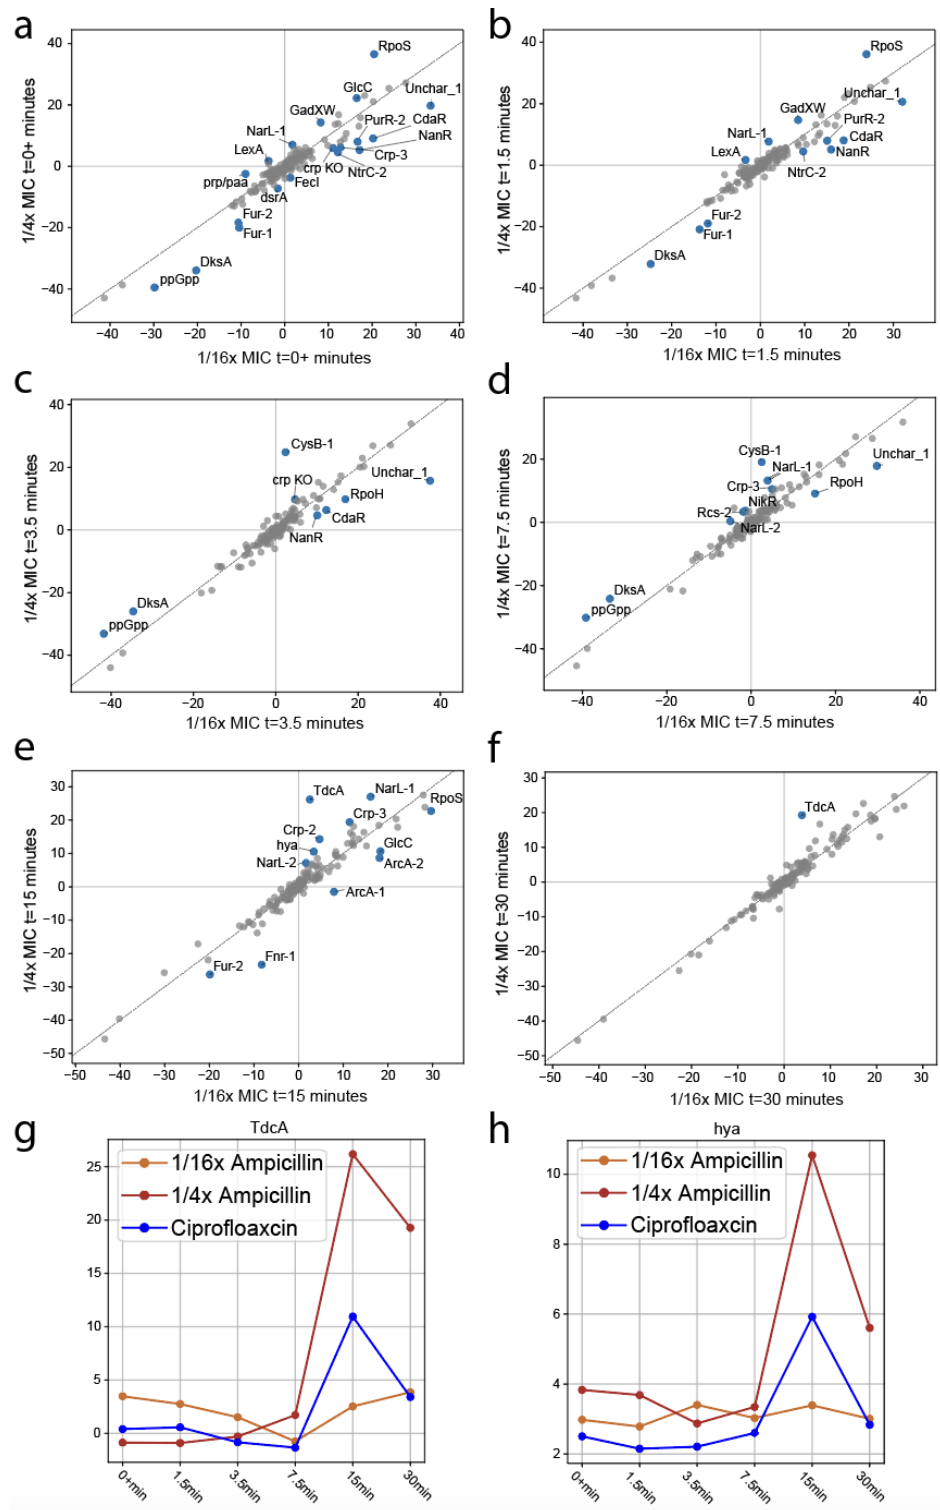

Supplementary Figure 4. Differential iModulon activities between two concentrations of ampicillin. a-f). Differential iModulon Activity (DIMA) plots for two ampicillin concentrations at

each time point in the time series. The x axis shows iModulon activity at 1/16x MIC, and the y axis shows iModulon activity at 1/4x MIC. iModulons with activity differences greater than five between the two concentrations are colored in blue. g). Temporal activity pattern of the TdcA iModulon. h). Temporal activity pattern of the *hya* iModulon.

## Supplementary Figure 5

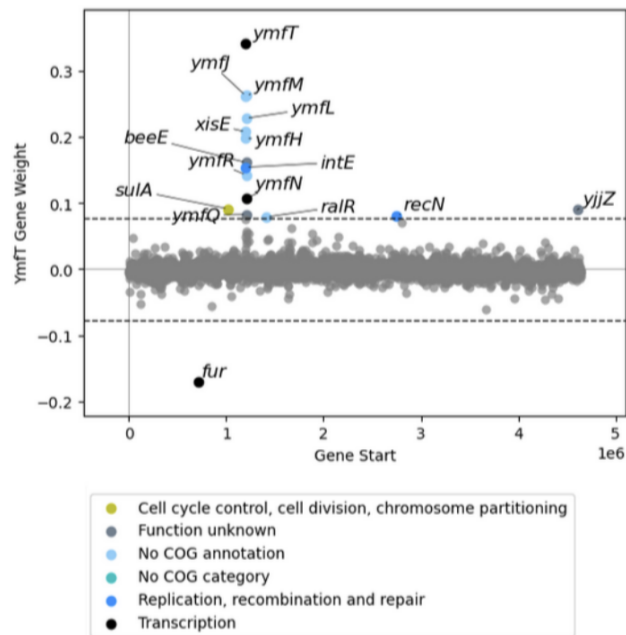

Supplementary Figure 5. iModulon Membership and Gene Weight Plot of the YmFT iModulon

## Supplementary Figure 6

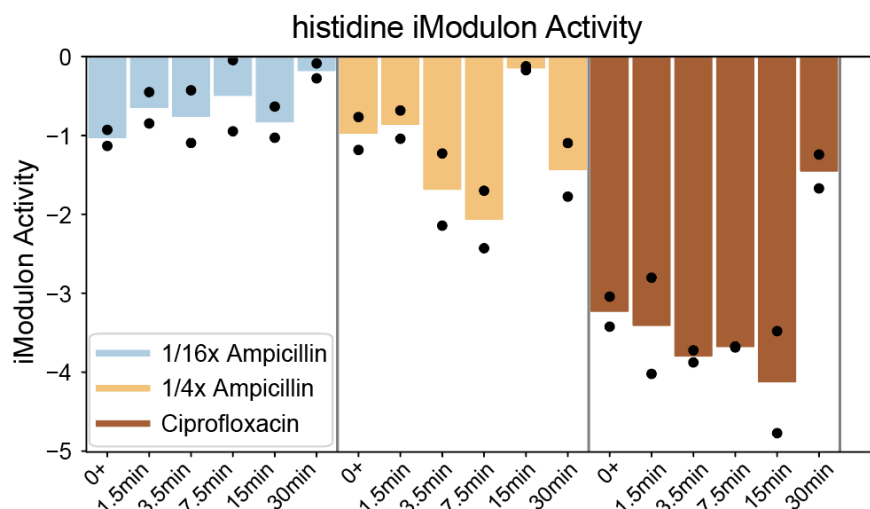

Supplementary Figure 6. Activity of the histidine iModulon

## Supplementary Tables

Supplementary Table 1 - iModulon Table

Supplementary Table 2 - ArcA-1 iModulon Gene Composition

Supplementary Table 3 - ArcA-2 iModulon Gene Composition

Supplementary Table 4 - Fnr-1 iModulon Gene Composition

Supplementary Table 5 - Fnr-2 iModulon Gene Composition

Supplementary Table 6 - NarL-1 iModulon Gene Composition

Supplementary Table 7 - Crp-2 iModulon Gene Composition

## References

1. Frizzell, J. K., Taylor, R. L. & Ryno, L. M. Constitutive Activation of RpoH and the Addition of L-arabinose Influence Antibiotic Sensitivity of PHL628 E. coli. *Antibiotics* **13**, 143 (2024).
2. Woods, E. C. & McBride, S. M. Regulation of antimicrobial resistance by extracytoplasmic

- function (ECF) sigma factors. *Microbes Infect.* **19**, 238–248 (2017).
3. Cruz-Loya, M. *et al.* Antibiotics Shift the Temperature Response Curve of Escherichia coli Growth. *mSystems* **6**, e00228-21.
  4. Bullivant, A. *et al.* Evolution Under Thermal Stress Affects Escherichia coli's Resistance to Antibiotics. *bioRxiv* 2024.02.27.582334 (2024) doi:10.1101/2024.02.27.582334.
  5. Cruz-Loya, M. *et al.* Stressor interaction networks suggest antibiotic resistance co-opted from stress responses to temperature. *ISME J.* **13**, 12–23 (2019).
  6. Ezraty, B. & Barras, F. The 'liaisons dangereuses' between iron and antibiotics. *FEMS Microbiol. Rev.* **40**, 418–435 (2016).
  7. Thomas, M. D. *et al.* Too much of a good thing. *Evol. Med. Public Health* **9**, 53–67 (2021).
  8. Méhi, O. *et al.* Perturbation of Iron Homeostasis Promotes the Evolution of Antibiotic Resistance. *Mol. Biol. Evol.* **31**, 2793–2804 (2014).
  9. Binnenkade, L., Teichmann, L. & Thormann, K. M. Iron Triggers  $\lambda$ So Prophage Induction and Release of Extracellular DNA in Shewanella oneidensis MR-1 Biofilms. *Appl. Environ. Microbiol.* **80**, 5304–5316 (2014).
  10. Yang, G. *et al.* Geobacter-associated prophages confer beneficial effect on dissimilatory reduction of Fe(III) oxides. *Fundam. Res.* (2022) doi:10.1016/j.fmre.2022.10.013.
  11. Seo, S. W. *et al.* Deciphering Fur transcriptional regulatory network highlights its complex role beyond iron metabolism in Escherichia coli. *Nat. Commun.* **5**, 4910 (2014).
  12. Rudd, K. E. & Menzel, R. his operons of Escherichia coli and Salmonella typhimurium are regulated by DNA supercoiling. *Proc. Natl. Acad. Sci. U. S. A.* **84**, 517–521 (1987).
  13. Winkler, M. E. & Ramos-Montañez, S. Biosynthesis of Histidine. *EcoSal Plus* **3**, 10.1128/ecosalplus.3.6.1.9 (2009).
  14. Drlica, K. & Zhao, X. DNA gyrase, topoisomerase IV, and the 4-quinolones. *Microbiol. Mol. Biol. Rev.* **61**, 377–392 (1997).
  15. Yao, Y. *et al.* A DnaA-dependent riboswitch for transcription attenuation of the his operon. *mLife* **2**, 126–140 (2023).
  16. Sastry, A. V. *et al.* Machine Learning of Bacterial Transcriptomes Reveals Responses Underlying Differential Antibiotic Susceptibility. *mSphere* **6**, e00443-21.
  17. Lamoureux, C. R. *et al.* A multi-scale expression and regulation knowledge base for Escherichia coli. *Nucleic Acids Res.* **51**, 10176–10193 (2023).
  18. Catoi, E. A. *et al.* iModulonDB 2.0: dynamic tools to facilitate knowledge-mining and user-enabled analyses of curated transcriptomic datasets. *Nucleic Acids Res.* gkae1009 (2024) doi:10.1093/nar/gkae1009.

How the deposited data were processed for this re-analysis (not part of the article)

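Deposited read counts per gene for *E. coli* MG1655 were analysed for 3 exposures (ampicillin at 1/16× and 1/4× MIC, and ciprofloxacin) at 6 time points with 2 libraries each. The authors prepared ribosome-depleted RNA libraries and deposited raw counts without normalization. The aligner, the counting program and the genome build are not given in the sources used here. Another 6 ciprofloxacin libraries, titled apart from the others and described as made with a testing kit, entered only a separate fit. Libraries were grouped by the exposure, time and replicate in their titles. In 2 cases other labels raise a doubt. Ciprofloxacin 7.5 min replicate 2, which enters every ciprofloxacin contrast with that time, also carries a testing-kit note, and held 10825757 counts. The treatment label of ciprofloxacin 0+ replicate 1, which enters every ciprofloxacin change from 0+, names 1/4× MIC ampicillin. Its title was followed because that ampicillin point already has both its libraries. The standard deviation of its log2 ratio was 0.280 to ciprofloxacin 0+ replicate 2 and 0.575 and 0.524 to the 1/4× MIC ampicillin 0+ libraries, a check made after the results were seen. Both libraries were also left out in turn.

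From the deposited counts, genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, its filter on low counts by group, quasi-likelihood test with default settings), in 1 fit of 18 groups without a replicate term. The fit was first run with robust estimation of the dispersion, by oversight, and its counts were seen. It was then returned to the default settings of the written design, and the robust version is kept as an added alternative. Gene sets were tested with fry in limma 3.58.1 on voom values, and DESeq2 1.42.0 was an alternative for genes. Symbols were taken from the RefSeq gene table of the MG1655 assembly by locus tag, and 252 of 253 entries of the paper's member tables matched its coordinates within 1 base. One of 12 e14 prophage genes was not used here.

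The design, the gene sets and the alternatives were written before the data were examined. One part was not followed to the letter. The written rule for the sample removed by the paper named the 1/4× MIC ampicillin 7.5 min point, and would have removed nothing, because both libraries there are deep. The library left out instead is the 3.5 min replicate 2 library with 927 counts (minimum total set at 100000 after the totals were seen), and the fit with all 36 libraries, which is the literal rule, is reported beside it. This choice decides whether most gene-set results pass the threshold. The list of set results and genes to report was fixed after their values were seen and before any alternative was run.

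The genes named are those the paper's text or notes name in measured iModulons or pathways, the acetate and lactate genes *ackA*, *pta*, *poxB* and *ldhA*, and the 3 largest rises and falls among called genes with libraries that do not overlap, at 30 min against 0+ and at 15 against 7.5 min in each exposure. *ryhB* was not analysed here. Duplicates were compared before use and every pair differed by more than sampling noise. Alternatives were DESeq2, RLE factors, no filter on low counts, the libraries of 1 exposure or of ampicillin alone, all 36 libraries, a replicate block, camera, unweighted members, and each library left out in turn. Where this left 1 library in a group, that library was assumed to vary like the other groups.

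The programs were tested on simulated counts with 200 genes changed. For 1/16× MIC ampicillin at 15 min against 0+, edgeR recovered 200 with 3 false calls among 4103 genes, and for 1/4× MIC at 3.5 min against 0+ it recovered 194 with 2 among 4107. Of 500 random unchanged sets, 5.80% and 2.20% had a fry p under 0.05. The changed genes lay above a minimum mean count and were given a log2 change of 2 either way. Every gene was drawn independently, so the check does not cover smaller changes or sets whose members vary together, such as operons. Depth was 5642937 counts or more in the 35 libraries, so counting error is small for most genes and the spread between 2 libraries sets the precision. Activities of iModulons, which need the other samples of the paper's compendium, and comparisons with samples without antibiotic were not analysed here.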

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

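The tests of the starting state, and the test of the testing-kit libraries against thinned standard libraries, were chosen after the results were seen, as was the list of set results to report, while the thinning test within the standard libraries and the length test were written first.

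The change from 0+ differed between exposures by edgeR's interaction test. Between the ampicillin concentrations it called 3 genes at 1.5 min, 801 at 3.5 min, 924 at 7.5 min, 1228 at 15 min and 752 at 30 min. Between ciprofloxacin and 1/4× MIC ampicillin it called 35 genes at 1.5 min, 106 at 3.5 min, 185 at 7.5 min, 353 at 15 min and 357 at 30 min, and between ciprofloxacin and 1/16× MIC 178 genes at 1.5 min, 506 at 3.5 min, 496 at 7.5 min, 747 at 15 min and 517 at 30 min. Among gene sets, by fry, the change at 7.5 min differed between 1/4× and 1/16× MIC by -1.91 for the RpoS markers and 2.27 for ribosomal protein genes, and at 15 min by 7.90 for the *tdc* genes. At 30 min ciprofloxacin differed from 1/4× and 1/16× MIC by 3.10 and 2.12 for the LexA genes and by -1.17 and -1.71 for the Rcs-1 genes. With all 36 libraries the *tdc* difference passed the threshold and the other 6 did not.

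The differences between ampicillin concentrations begin at 0+, where 625 genes differed. A lasting effect of the added concentration was argued against for most of these genes. At 7.5 min 11.8% of them, 74, were called in the same direction and 85 in the opposite one. The 1/16× MIC series may have started from another state and moved towards the 1/4× MIC series. With separate libraries in the 2 measures, the difference at 0+ correlated across genes with the 1/16× MIC change to 7.5 min (mean Pearson r 0.793, genes not being independent replicates). Both measures subtract the 1/16× MIC state at 0+, so a positive r can arise without any move towards the 1/4× MIC series. It was compared with no reference value and does not decide this. For the 74 genes called in the same direction at 7.5 min a lasting effect of the concentration stays open. A short-lived one stays open for the rest of the 625. Each concentration has its own series, so the concentration and the series cannot be told apart.

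The 6 separately titled testing-kit libraries, which the paper does not describe, held 534165 to 1379312 counts. Against the standard ciprofloxacin libraries edgeR called 271 genes at 0+, 270 at 1.5 min and 218 at 3.5 min, and within the kit 106 at 1.5 min and 83 at 3.5 min against 0+. Depth alone was argued against, since 222 genes were still called at 0+ after the standard libraries were thinned to the kit totals. An earlier test, thinned libraries against the libraries they were drawn from, called 0 genes by edgeR and 0 by DESeq2, with 39 genes at an unadjusted edgeR p under 0.05. It decides nothing, because they share their reads. A bias by coding length was argued against as the main account by a weak Spearman rho of -0.12 across genes. A smaller bias stays open, because rho was compared with no reference value. The kit itself and the culture also stay open, and no biological explanation was tested.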

How the results depend on the processing

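The alternative with robust dispersion was chosen after a result was seen, and the library set was chosen after the totals were seen. Keeping all 36 libraries, the literal reading of the written rule, changed most. Of 135 set results, 95 of the 111 past the threshold were no longer past it, and 47 of 48 counts were lower. For the sets a raised voom spread was tested, and for the counts the cause was not tested. The paragraph that follows gives the effects, with all 36 libraries, of the set results that lost significance. Outside the 3.5 min point they moved by at most 0.039, and at that point by more.

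For ArcA-1, -1.45 (1/4× MIC, 15 min against 7.5 min), -0.72 (ciprofloxacin, 15 min against 7.5 min), 0.64 (1/16× MIC, 30 min against 15 min), 1.88 (1/4× MIC, 30 min against 15 min), 1.17 (ciprofloxacin, 30 min against 15 min), -1.01 (1/4× against 1/16× MIC at 15 min). For ArcA-2, -1.71 (1/4× MIC, 15 min against 7.5 min), -0.90 (ciprofloxacin, 15 min against 7.5 min), 1.84 (1/4× MIC, 30 min against 15 min), 1.47 (ciprofloxacin, 30 min against 15 min), -1.39 (1/4× against 1/16× MIC at 15 min). For Fnr-2, 2.97 (1/16× MIC, 15 min against 7.5 min), 2.43 (1/4× MIC, 15 min against 7.5 min), -2.18 (1/16× MIC, 30 min against 15 min), -2.44 (1/4× MIC, 30 min against 15 min), 1.16 (1/4× against 1/16× MIC at 15 min). For NarL-1, 2.74 (1/16× MIC, 15 min against 7.5 min), 2.86 (1/4× MIC, 15 min against 7.5 min), 4.10 (ciprofloxacin, 15 min against 7.5 min), -1.91 (1/16× MIC, 30 min against 15 min), -2.32 (1/4× MIC, 30 min against 15 min), -3.77 (ciprofloxacin, 30 min against 15 min), 2.17 (1/4× against 1/16× MIC at 15 min). For nik, 3.39 (1/4× MIC, 15 min against 7.5 min), -2.92 (1/16× MIC, 30 min against 15 min), -2.91 (1/4× MIC, 30 min against 15 min). For cys, 4.80 (1/16× MIC, 15 min against 7.5 min), 2.56 (ciprofloxacin, 15 min against 7.5 min), 4.68 (1/4× MIC, 3.5 min against 0+). For isc, -1.58 (1/16× MIC, 15 min against 7.5 min), -1.30 (ciprofloxacin, 15 min against 7.5 min), 1.56 (1/16× MIC, 30 min against 15 min), 2.59 (1/4× MIC, 30 min against 15 min), 2.22 (ciprofloxacin, 30 min against 15 min). For hya, 1.07 (1/4× MIC, 15 min against 7.5 min), 1.11 (1/4× against 1/16× MIC at 15 min). For Crp-2, 1.61 (1/4× MIC, 30 min against 0+), 1.53 (ciprofloxacin, 30 min against 0+). For gar-gud, -1.90 (1/4× MIC, 30 min against 0+), -3.15 (ciprofloxacin, 30 min against 0+). For glc, -2.12 (1/16× MIC, 30 min against 0+), -4.08 (1/4× MIC, 30 min against 0+), -4.08 (ciprofloxacin, 30 min against 0+). For nan, -1.27 (ciprofloxacin, 30 min against 0+). For RpoS, 0.49 (1/16× MIC, 30 min against 0+), -1.20 (1/4× MIC, 30 min against 0+), -0.38 (ciprofloxacin, 30 min against 0+), 1.66 (1/4× against 1/16× MIC at 0+), 1.33 (1/4× against 1/16× MIC at 1.5 min), -0.56 (1/4× against 1/16× MIC at 15 min), -1.91 (change from 0+ at 7.5 min, 1/4× minus 1/16× MIC). For ribosomal proteins, 1.63 (1/4× MIC, 30 min against 0+), 1.39 (ciprofloxacin, 30 min against 0+), -1.39 (1/4× against 1/16× MIC at 0+), -0.71 (1/4× against 1/16× MIC at 1.5 min), 0.87 (1/4× against 1/16× MIC at 7.5 min), 0.67 (1/4× against 1/16× MIC at 15 min), 2.26 (change from 0+ at 7.5 min, 1/4× minus 1/16× MIC). For flagella, -0.24 (1/16× MIC, 30 min against 0+), -0.63 (1/4× MIC, 30 min against 0+), -0.16 (ciprofloxacin, 30 min against 0+). For Rcs-2, 0.60 (ciprofloxacin, 30 min against 0+). For Rcs-1, 0.069 (1/4× MIC, 3.5 min against 0+), 0.49 (ciprofloxacin, 3.5 min against 0+), 0.30 (1/16× MIC, 7.5 min against 0+), 0.88 (1/4× MIC, 7.5 min against 0+), 0.61 (ciprofloxacin, 7.5 min against 0+), 2.15 (1/16× MIC, 30 min against 0+), 1.61 (1/4× MIC, 30 min against 0+), 0.47 (ciprofloxacin, 30 min against 0+), -1.14 (change from 0+ at 30 min, ciprofloxacin minus 1/4× MIC), -1.68 (change from 0+ at 30 min, ciprofloxacin minus 1/16× MIC). For LexA, 0.73 (1/16× MIC, 7.5 min against 0+), -0.44 (1/4× MIC, 7.5 min against 0+), 0.46 (ciprofloxacin, 7.5 min against 0+), 0.26 (1/16× MIC, 15 min against 0+), -0.91 (1/4× MIC, 15 min against 0+), 1.20 (ciprofloxacin, 15 min against 0+), -0.92 (1/4× MIC, 30 min against 0+), 2.21 (ciprofloxacin, 30 min against 0+), 3.13 (change from 0+ at 30 min, ciprofloxacin minus 1/4× MIC), 2.16 (change from 0+ at 30 min, ciprofloxacin minus 1/16× MIC). For Cpx, 0.74 (1/16× MIC, 30 min against 0+), 0.55 (1/4× MIC, 30 min against 0+). For RpoE, 0.13 (1/16× MIC, 30 min against 0+), 0.30 (1/4× MIC, 30 min against 0+). For phage shock, 0.22 (1/16× MIC, 30 min against 0+), 0.62 (1/4× MIC, 30 min against 0+). For his, -0.50 (ciprofloxacin against the ampicillin mean, 0 min), -0.50 (ciprofloxacin against the ampicillin mean, 1.5 min), -0.30 (ciprofloxacin against the ampicillin mean, 3.5 min), -0.62 (ciprofloxacin against the ampicillin mean, 7.5 min), -0.65 (ciprofloxacin against the ampicillin mean, 15 min), 0.57 (ciprofloxacin, 30 min against 15 min).

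Counts of called genes that fell by more than 1.5 times with all 36 libraries were as follows. In counts, 302 (1/16× MIC, 3.5 min against 0+), 339 (1/16× MIC, 7.5 min against 0+), 168 (1/16× MIC, 30 min against 15 min), 37 (1/4× MIC, 3.5 min against 0+), 122 (1/4× MIC, 7.5 min against 0+), 38 (ciprofloxacin, 1.5 min against 0+), 39 (ciprofloxacin, 3.5 min against 0+), 0 (change from 0+ at 1.5 min, 1/4× minus 1/16× MIC), 0 (change from 0+ at 1.5 min, ciprofloxacin minus 1/4× MIC), 31 (change from 0+ at 1.5 min, ciprofloxacin minus 1/16× MIC), 431 (change from 0+ at 3.5 min, 1/4× minus 1/16× MIC), 26 (change from 0+ at 3.5 min, ciprofloxacin minus 1/4× MIC), 181 (change from 0+ at 3.5 min, ciprofloxacin minus 1/16× MIC), 538 (change from 0+ at 7.5 min, 1/4× minus 1/16× MIC), 48 (change from 0+ at 7.5 min, ciprofloxacin minus 1/4× MIC), 211 (change from 0+ at 7.5 min, ciprofloxacin minus 1/16× MIC), 806 (change from 0+ at 15 min, 1/4× minus 1/16× MIC), 146 (change from 0+ at 15 min, ciprofloxacin minus 1/4× MIC), 470 (change from 0+ at 15 min, ciprofloxacin minus 1/16× MIC), 419 (change from 0+ at 30 min, 1/4× minus 1/16× MIC), 143 (change from 0+ at 30 min, ciprofloxacin minus 1/4× MIC), 277 (change from 0+ at 30 min, ciprofloxacin minus 1/16× MIC).

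With all 36 libraries the following changed sign. For RpoS, -0.34 (1/4× against 1/16× MIC at 3.5 min). For ribosomal proteins, -0.28 (1/4× against 1/16× MIC at 3.5 min). One became significant. For Fnr-1, -1.32 (1/16× MIC, 15 min against 7.5 min).

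Under camera, for which the cause was not tested, these were lost or lower. For flagella, -0.17 (ciprofloxacin, 30 min against 0+). For Rcs-2, 0.60 (ciprofloxacin, 30 min against 0+). For Rcs-1, 0.31 (1/16× MIC, 7.5 min against 0+), 0.47 (ciprofloxacin, 30 min against 0+). For Cpx, 0.58 (1/4× MIC, 30 min against 0+). For RpoE, 0.16 (1/16× MIC, 30 min against 0+), 0.32 (1/4× MIC, 30 min against 0+). For phage shock, 0.25 (1/16× MIC, 30 min against 0+), 0.65 (1/4× MIC, 30 min against 0+). These were gained or higher. For Fnr-1, -1.32 (1/16× MIC, 15 min against 7.5 min). For ArcA-2, 0.69 (1/16× MIC, 30 min against 15 min). For ribosomal proteins, 0.33 (1/16× MIC, 30 min against 0+). For RpoS, 0.30 (1/4× against 1/16× MIC at 3.5 min).

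Under no filter on low counts, for which the cause was not tested, these were lost or lower. For ArcA-1, 0.64 (1/16× MIC, 30 min against 15 min). For Rcs-2, 0.59 (ciprofloxacin, 30 min against 0+). For Rcs-1, 0.31 (1/16× MIC, 7.5 min against 0+).

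Under RLE factors, for which the cause was not tested, these were gained or higher. For RpoS, 0.35 (1/4× against 1/16× MIC at 3.5 min).

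Under unweighted members, for which the cause was not tested, these were lost or lower. For ArcA-1, 0.57 (1/16× MIC, 30 min against 15 min).

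Under DESeq2, for which the cause was not tested, these were gained or higher. In counts, 5 (1/16× MIC, 1.5 min against 0+), 15 (change from 0+ at 1.5 min, 1/4× minus 1/16× MIC).

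Under the libraries of the exposure alone, for which the cause was not tested, these were lost or lower. In counts, 0 (1/16× MIC, 1.5 min against 0+).

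Replicate numbers did not pair the libraries. Over 136 pairs of conditions, the correlation of deviations ran from -0.12 to 0.30 (median 0.0133), and was over 0.1 in 13. With the number as a replicate block, 46 of 48 counts stayed within 1.5 times. The others were higher. In counts, 5 (1/16× MIC, 1.5 min against 0+), 5 (change from 0+ at 1.5 min, 1/4× minus 1/16× MIC). For RpoS, -0.26 (1/4× against 1/16× MIC at 7.5 min), a set result that became significant with the block.

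With each library left out in turn, 12 of 48 counts and 21 of 135 set results changed at least once, for which the cause was not tested. Their lowest and highest values follow. In counts, 0 to 62 (1/16× MIC, 1.5 min against 0+), 0 to 81 (change from 0+ at 1.5 min, 1/4× minus 1/16× MIC), 71 to 266 (change from 0+ at 1.5 min, ciprofloxacin minus 1/16× MIC), 199 to 424 (ciprofloxacin against the ampicillin mean, 15 min), 79 to 114 (1/4× against 1/16× MIC at 30 min), 81 to 139 (ciprofloxacin against the ampicillin mean, 7.5 min), 21 to 31 (change from 0+ at 1.5 min, ciprofloxacin minus 1/4× MIC), 69 to 116 (change from 0+ at 3.5 min, ciprofloxacin minus 1/4× MIC), 266 to 734 (change from 0+ at 15 min, ciprofloxacin minus 1/4× MIC), 466 to 1007 (ciprofloxacin, 15 min against 0+), 192 to 848 (ciprofloxacin, 15 min against 7.5 min), 297 to 676 (ciprofloxacin, 30 min against 15 min). For ribosomal proteins, 0.085 to 0.64 (1/16× MIC, 30 min against 0+). For Rcs-1, -0.17 to 0.10 (1/16× MIC, 3.5 min against 0+), 0.26 to 0.35 (1/16× MIC, 7.5 min against 0+), 0.39 to 0.53 (ciprofloxacin, 30 min against 0+). For RpoE, 0.13 to 0.19 (1/16× MIC, 30 min against 0+). For phage shock, 0.16 to 0.33 (1/16× MIC, 30 min against 0+). For hya, -0.058 to 0.32 (1/16× MIC, 15 min against 7.5 min), 0.12 to 0.53 (ciprofloxacin, 15 min against 7.5 min). For ArcA-1, 0.59 to 0.74 (1/16× MIC, 30 min against 15 min), -1.07 to -0.92 (1/4× against 1/16× MIC at 15 min), -1.86 to -0.11 (ciprofloxacin, 15 min against 7.5 min). For NarL-1, -2.12 to -1.66 (1/16× MIC, 30 min against 15 min). For Fnr-2, 0.92 to 1.47 (1/4× against 1/16× MIC at 15 min). For RpoS, 0.29 to 0.36 (1/4× against 1/16× MIC at 3.5 min), -0.46 to -0.29 (ciprofloxacin, 30 min against 0+). For nan, -0.096 to 0.078 (1/4× MIC, 30 min against 0+). For cys, -0.30 to 1.01 (1/4× MIC, 15 min against 7.5 min). For the single gene *mliC*, which is not among the 21 set results, -0.029 to 0.29 (ciprofloxacin, 30 min against 0+). For Rcs-2, 0.52 to 0.69 (ciprofloxacin, 30 min against 0+). For ArcA-2, -2.11 to -0.20 (ciprofloxacin, 15 min against 7.5 min). For Fnr-1, -3.08 to -1.19 (ciprofloxacin, 15 min against 7.5 min). For tdc, 0.47 to 5.36 (ciprofloxacin, 15 min against 7.5 min).

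The share of higher calls moved by over 10 percentage points under DESeq2 in 1/16× MIC, 1.5 min against 0+ (20.0% of 5 against 33.3% of 3) and change from 0+ at 1.5 min, 1/4× minus 1/16× MIC (100% of 15 against 66.7% of 3). Where edgeR called 0 genes with all 36 libraries, DESeq2 with the same libraries, a check chosen after the results were seen, called 0 too. The genes with an unadjusted edgeR p under 0.05 were 85 for the change at 1.5 min in 1/4× minus 1/16× MIC, 147 in ciprofloxacin minus 1/4× MIC and 46 for 1/4× MIC at 1.5 min against 0+. With the 1/16× MIC libraries alone, at 1.5 min against 0+, edgeR and DESeq2 each called 0 genes, while 693 genes had an unadjusted edgeR p under 0.05. Of 72 single-gene results, 9 lost the call with all 36 libraries. DESeq2 lost 1 (*ydiE*), the libraries of the exposure alone lost 1 (*ivy* at 1/4× MIC), and no filter on low counts lost 1 (*ivy* at 1/4× MIC) and gained 1 (*ldhA* at 1/4× MIC). Leaving out libraries changed 8 of them at least once. Robust dispersion kept 48 of 48 counts within 1.5 times. Depth limits genes with few counts, and the 1/4× MIC 3.5 min point rests on 1 library.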

Differences from the paper's values

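No test in this part was chosen to come closer to the paper. The paper's iModulon activities are weighted and have samples without antibiotic as reference. The changes here do not use that reference, and the LexA and Rcs-1 sets hold only members named in its text, unweighted. The number of genes and, with the shallow library left out, the number of libraries equalled the paper's.

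The paper places the sample it removed at 7.5 min of 1/4× MIC ampicillin, whereas the library with 927 counts was labelled 3.5 min.

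The paper reports no change in genes for acetate production. With 35 libraries *ackA* rose between 7.5 and 15 min in all 3 exposures and *pta* passed both thresholds in 1/4× MIC ampicillin and ciprofloxacin. With all 36 libraries the edgeR calls of *ackA* at 1/16× MIC (adjusted p = 0.396) and in ciprofloxacin (adjusted p = 0.0523), and both calls of *pta*, were lost. The outcome with 36 lies nearer the paper's statement, but the paper analysed 35 samples, the number in the other fit. With 35 libraries *poxB* fell past both thresholds at 1/4× MIC alone, and *ldhA*, for lactate, in no exposure. With 1 library left out, the *poxB* change in ciprofloxacin ran from -1.09 to -0.51. The *ldhA* change at 1/4× MIC then ran from -1.04 to -0.91. Without the filter on low counts *ldhA* was called at 1/4× MIC.

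The legend of Fig. 4 describes the Fnr-2 genes as negatively weighted, whereas 42 of 44 weights in Table S5 are positive, and in Table S4 43 of the 51 Fnr-1 weights are negative.

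The paper states that RpoS is activated more, and translation repressed more, at the higher concentration. The RpoS markers were higher at 1/4× MIC at 0+ and 1.5 min and lower at 15 min, and ribosomal protein genes were lower at 0+ and 1.5 min and higher at 3.5, 7.5 and 15 min. These passed the threshold with 35 libraries and none with all 36. The marker list is not the paper's member list.

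The paper describes the LexA iModulon as inactive in ampicillin. With 35 libraries the named LexA genes at 1/16× MIC rose at 7.5 min, by less at 15 min, and showed no change past the threshold at 30 min, as the paper has it. They fell at all 3 times at 1/4× MIC. With all 36 libraries no change of the LexA set at these times passed the threshold in any exposure. Tested singly with those libraries, *sulA* and *recN* still passed the edgeR adjusted p threshold at 30 min of ciprofloxacin. *recA* and *lexA* did not.

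The paper describes Rcs activation as specific to ampicillin. With 35 libraries the mean of the named Rcs-1 genes also rose in ciprofloxacin, by less at 30 min than in ampicillin. At 30 min in ciprofloxacin *osmB* and *yaiY* rose by more than this mean. The changes of *ivy* and *rcsA* were negative, and those of *rcsB* and *mliC* were smaller than the mean. With all 36 libraries no Rcs-1 change from 0+ at 3.5, 7.5 or 30 min, the times run with 36, passed the threshold in any exposure. For Rcs-2 at 30 min the values lay nearer the paper's description. With all 36 libraries the rise passed the threshold at both ampicillin concentrations and not in ciprofloxacin, where it only just passed with 35.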

Other observations

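The tests of a mislabelled library, of RNA from other libraries, of depth between duplicates, of a shared program and of a response common to the antibiotics were chosen after the results were seen, while the test of the voom spread was written first.

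The ciprofloxacin duplicates at 15 min differed in the anaerobic genes. A mislabelled ampicillin library was argued against, since the LexA genes of replicate 2 lay at 1.05, like replicate 1, with -0.44 the highest of 4 ampicillin libraries. Depth was argued against, since the totals were 8414574 and 7944073, and 11 other pairs with a wider gap differed in Fnr-2 by at most 0.80, against 1.38 here. RNA of the 1/4× MIC ampicillin 15 min libraries was argued against as the whole account of the *tdc* genes, which would need a share of 36.1% (median over genes). That share would move the LexA genes by -0.38, whereas they differed by 0.00273 between the replicates and by at most 0.23 in other pairs. A smaller share stays open, because the difference of -0.32 in the *cys* genes lies within that of other duplicates, which reached 1.31. A candidate explanation is that the duplicates differ in how far they entered the program that also separates the ampicillin concentrations at 15 min, since the log2 ratio between them correlated across genes with the concentration difference (Pearson r 0.743). Culture, oxygen supply and sampling were not tested.

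The 15 min change may not depend on the antibiotic used, as the change from 7.5 min correlated across genes between ciprofloxacin and each ampicillin concentration, the lower Pearson r being 0.701 (0.549 without ciprofloxacin replicate 2 at 15 min). Between the 2 ampicillin concentrations r was lower, at 0.537. Time in culture and handling, which the exposures share, stay open, because no library without antibiotic was analysed here.

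Most gene-set results passed the threshold with 35 libraries and not with all 36. The near-empty library may do this by raising the spread that voom estimates, since the median residual standard deviation was 1.59 times as large with all 36. This does not show that the results from 35 libraries are right.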
